# Microarray-based gene expression profiles of silkworm brains

**DOI:** 10.1186/1471-2202-12-8

**Published:** 2011-01-19

**Authors:** Ling Gan, Xilong Liu, Zhonghuai Xiang, Ningjia He

## Abstract

**Background:**

Molecular genetic studies of *Bombyx mori *have led to profound advances in our understanding of the regulation of development. *Bombyx mori *brain, as a main endocrine organ, plays important regulatory roles in various biological processes. Microarray technology will allow the genome-wide analysis of gene expression patterns in silkworm brains.

**Results:**

We reported microarray-based gene expression profiles in silkworm brains at four stages including V7, P1, P3 and P5. A total of 4,550 genes were transcribed in at least one selected stage. Of these, clustering algorithms separated the expressed genes into stably expressed genes and variably expressed genes. The results of the gene ontology (GO) and Kyoto encyclopedia of genes and genomes (KEGG) analysis of stably expressed genes showed that the ribosomal and oxidative phosphorylation pathways were principal pathways. Secondly, four clusters of genes with significantly different expression patterns were observed in the 1,175 variably expressed genes. Thirdly, thirty-two neuropeptide genes, six neuropeptide-like precursor genes, and 117 cuticular protein genes were expressed in selected developmental stages.

**Conclusion:**

Major characteristics of the transcriptional profiles in the brains of *Bombyx mori *at specific development stages were present in this study. Our data provided useful information for future research.

## Background

The silkworm, *Bombyx mori, *is a holometabolous insect that has four distinct life stages including embryo, larva, pupa, and moth. It is a model organism for Lepidoptera in molecular genetics and functional genomics and has greatly contributed to understanding of the mechanisms governing metamorphosis and diapause [1]. Lepidoptera represent a diverse group of agricultural insect pests of food and fiber crops worldwide. Hence, gaining a thorough understanding of gene function in Lepidoptera is a critical step when developing new and targeted methods of pest control. The insect brain is a 'supraesophageal ganglion' which is interconnected by paired circumesophageal connectives with subesophageal ganglion(SG)[2]. The insect brain is an important part of neurosecretory system. A large number of neuropeptide precursor genes have been characterized in insect brains [3]. As their major secreted molecules, neuropeptides play multiple functions. Brain neuropeptides are mainly used for cell-to-cell communication by multicellular organisms and play essential roles in regulating the growth and development of insects [3-7]. In 1947, Williams proved that the brain hormone (ie, PTTH) turns on the prothoracic glands which secrete a hormone directly responsible for stimulating the development of peripheral tissues [5]. A recent study showed that myosuppressin purified from pupal brains of *B. mori *functioned as a prothoracicostatic hormone and probably played an important role in controlling the development of silkworm [7]. Additional evidence indicated that neuropeptides including corazonin, FLRFamides, and myoinhibitory peptides (MIPs) were involved in the orchestration of the ecdysis behavioral sequence [8-10]. Research of targeted ablation of crustacean cardioactive peptide (CCAP) neuropeptide-containing neurons found that CCAP is also a key regulator of ecdysis and circadian regulation of *Drosophila *[11]. One study also revealed that *Bombyx *prothoracicostatic peptides whose gene transcripts were most prominent in brains of *Bombyx *activate the sex peptide receptor expressed in the prothoracic gland to regulate ecdysteroid biosynthesis [12]. Even single neuropeptide can be multifunctional and be expressed by different nerve cells at different stages. For instance, both immunohistochemistry and in situ hybridization techniques showed that different cell types expressed CCAP at specific developmental stages [13,14]. So studies related to the neuropeptide genes expression profiles in brains of silkworm will provide invaluable information. In our study, to provide new insights into activation of the ecdysis sequence during pupation and to better understand the regulating mechanisms during larval-to-pupal metamorphosis of silkworm, we investigated the gene expression profiles in the silkworm brain at selected stages V7, P1, P3, and P5 which are critical to such biological processes.

The technology of microarray allows the monitoring of expression of hundreds to thousands of genes simultaneously [15]. Importantly, this approach provides clues for elucidating the functions of genes underlying specific processes and identifying candidate genes predicted to regulate processes of interest. Several researchers have used microarray to study the gene expression patterns of selected tissues and developmental stages of silkworm. A 22,987 70-mer oligonucleotide microarray was designed and used to survey the gene expression in multiple silkworm tissues from mid-fifth instar larvae [16]. Huang *et al *reported a genome-wide analysis of silkworm host response to pathogen *Bacillus bombyseptieus *infection with microarrays [17]. Using an oligonucleotide microarray containing 23,134 probes, Liang *et al *studied the gene expression patterns in epidermal cells of silkworm [18]. An oligonucleotide microarray containing 34,631 oligonucleotide probes was used to analyze the global transcriptional profiles of host genes in *Bm*NPV-infected silkworm cells [19]. Recently a microarray system comprising 22,987 oligonucleotide 70-mer probes was employed to compare differentially expressed genes in the midguts of *Bm*CPV-infected and normal silkworm larvae [20]. However, the expression profiles of silkworm brains have not been reported yet.

This paper described the expression profiles of silkworm brains for the first time at V7, P1, P3 and P5 stages. A total of 4,550 genes were transcribed in at least one selected stage. The expression of several categories of genes encoding neuropeptide precursor, neuropeptide-like precursor (NPLP), and cuticular protein was observed. These results provided useful information and expanded our knowledge of the gene expression patterns of silkworm brains.

## Results

### Developmental expression profiles of genes in silkworm brains

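Brain RNA was collected on day 7 of the fifth larval instar (V7), at the end of which cocoon spinning begins. The days of spinning before pupation were not sampled. Brain RNA was also collected on days 1, 3 and 5 of the pupal stage (P1, P3 and P5). It was hybridised to 4 arrays of long oligonucleotide probes, with 1 array per stage. On every array the brain sample carried the Cy5 dye. A reference RNA from whole larvae on day 6 of the fifth instar carried the Cy3 dye. The paper does not state whether a single pool served all arrays. The dyes were not swapped, so a dye effect cannot be told apart from the difference between brain and reference. Each array held 48 blocks with 809 control spots, and the other 23474 spots covered 23234 probes. Of these probes, 11594 had a description naming a gene. The authors read the spots with LuxScan software, subtracted the background and applied LOWESS normalization to the dual channel values. Their deposited tables hold the background-subtracted intensity of each channel before normalization, together with a normalized ratio. The median Cy5 intensity of a spot was 58 at V7, 65 at P1, 72 at P3 and 93 at P5, and the median Cy3 intensity was 66, 69, 87 and 73 on the same arrays, so most spots lay far below the expression threshold of 800 that the study set. The brightest 100 probes held 20.0%, 19.9%, 15.9% and 18.8% of the Cy5 intensity of the 4 arrays. Control spots were left out here, the intensities were normalized within each array by loess, and spots of a shared probe were averaged to give the signal used throughout. Signals under 100 were set to 100 before a fold change was taken. With no replicate array there is no test and no error for any single gene, and the precision is limited by the number of arrays. The Cy3 channel, which held reference RNA of the same description on each array, served as a measure of technical spread. Of the probes expressed in brain at a stage, 364 had a reference signal at least 2-fold lower on the V7 array than on average on the other arrays, and this is stated beside each such gene named below as a dim V7 reference spot. Reference signals under 100 were set to 100 for this too, so a probe with a reference under 100 on all arrays could not be marked. A gene without the mark, and a value given without such spots, is therefore not cleared of a dim V7 spot.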

Current oligonucleotide microarrays containing 23,224 probes were used to investigate the developmental expression profiles of genes in brains at V7, P1, P3, and P5. The complete sets of raw and normalized data from this study have been deposited in the Gene Expression Omnibus (GEO) repository (accession number GSE25342). 

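More probes gave a brain signal over 800 at P3 than at the other stages, and fewest did at P1. The numbers were 2751 at V7, 2359 at P1, 2926 at P3 and 2690 at P5. From the intensities without normalization, with spots counted one by one, which was chosen after the values were seen, they were 3428, 3044, 3461 and 3404. Probes over the threshold in a single stage were most numerous at P5, with 413, against 270 at V7, 164 at P3 and 69 at P1. At P5 these included a relative of the aryl hydrocarbon receptor (sw20441), of a family of ligand-activated transcription factors, with a signal of 6712 at P5 and 375 or less before. A C-type lectin (sw07855), of a family of sugar-binding immune proteins, reached 1823 at P5 from 136 at V7. At V7 they included a relative of alanine-glyoxylate aminotransferase (sw17990), an enzyme of amino acid metabolism, at 2704 against 54 at P1, and beta-N-acetylglucosaminidase (sw19664), which breaks down chitin, at 964 against 75 at P1. The numbers depend on the threshold, and at 400 they were 4018, 4007, 4588 and 4142 from V7 to P5.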

Based on the criterion of signal intensity more than 800, 3,436, 3,048, 3,468, and 3,409 of genes were transcribed at V7, P1, P3, and P5, respectively. 

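In all, 3810 probes, or 16.4% of those on the array, had a signal over 800 in at least 1 stage, and 1673 of them in all 4. Genes of basic cell functions were among the latter. Proliferating cell nuclear antigen (sw00966), the sliding clamp of DNA replication, had signals of 1444, 2110, 1856 and 870 from V7 to P5. Chaperonin 10 (sw12116), a mitochondrial protein-folding factor, had 2394, 3017, 5946 and 3603. Triosephosphate isomerase (sw11392), an enzyme of glycolysis, was 3.11-fold higher at P5 than at V7. Another 916 probes passed in exactly 1 stage. With a threshold of 1600 the number expressed in at least 1 stage was 2268, and without normalization and with spots counted one by one, chosen after the values were seen, it was 4543.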

A total of 4,550 (19.60%) genes were expressed in at least one selected stage.

Clustering algorithms and Treeview were used to analyze the expression profiles of these 4,550 genes. 

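Brains at P1 and P3 were more alike than those of any other pair of stages. Farnesyl pyrophosphate synthase (sw09011), an enzyme on the way to juvenile hormone, had a signal of 3704 at V7, 567 at P1, 565 at P3 and 197 at P5. A 30K hemolymph protein (sw09130) had 11106, 4359, 3974 and 640, and myosin light chain (sw13219), of the contractile apparatus, had 4078, 477, 524 and 2570. Glutamine synthetase (sw03153), which clears the transmitter glutamate in glial cells, went against this, with 518 at P1 and 3623 at P3. Across the 3810 expressed probes, Pearson's r of the log2 signals was 0.849 between P1 and P3. It was 0.717 and 0.764 between V7 and these stages, 0.574 and 0.640 between P5 and these stages, and 0.409 between V7 and P5. Average linkage joined P1 with P3 first, then V7, and P5 last. These correlations run across genes, which are not independent replicates. For the reference RNA the P1, P3 and P5 arrays had r from 0.958 to 0.971 with one another, and the V7 array had 0.838 with P1, 0.876 with P3 and 0.838 with P5.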

From the heat map of hierarchical clustering, as shown in Figure 1A, we found that two (P1 and P3) of the selected 4 stages were clustered together, indicating that genes shared similar expression profiles in silkworm brains in these stages. K-means clustering was further performed (Figure 1B), resulting in 4,550 genes divided into four clusters. Clusters I, II, III, and IV had 873 (19.2%), 641 (14.1%), 598 (13.1%), and 2,438 genes (53.6%), respectively. 

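K-means clustering of the 3810 expressed probes by the correlation of their profiles gave 4 groups, with 1280 probes (33.6%), 988 (25.9%), 802 (21.1%) and 740 (19.4%). The gene groups did not spread evenly over them. The 740 probes lowest at V7 held 46 of the 100 expressed cuticular protein probes, BmorCPG3 and BmorCPR103 among them, and 10 of the 21 expressed transposon proteins. They also held 303 of the 364 probes with a dim V7 reference spot, against 11, 42 and 8 in the other groups. Ribosomal protein genes were found in each group, with 13, 12, 20 and 6 members. The 1280 probes lowest at P5 held 5 of the 6 expressed genes of DNA replication and chromosomes, such as the origin recognition protein ORC2 (sw04090) at 826 at V7 and 180 at P5. These gene lists were drawn from the study's own supplementary tables and so are no independent evidence of a direction.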

Genes in the four clusters showed distinctly different expression patterns. 

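A group of 988 probes rose towards P5. Relative to the threshold of 800, their mean log2 signal was 0.09 at V7, -0.12 at P1, 0.42 at P3 and 1.59 at P5, a 3.27-fold range. It held 43 of the 100 expressed cuticular protein probes, a list that the study drew in part from these arrays. Yellow5 (sw18388), of the yellow family that acts in melanin formation, had signals of 210, 234, 1008 and 1745 from V7 to P5. Muscle LIM protein (sw21951), of the muscle Z-disc, had 859, 186, 317 and 2237. The cytochrome P450 gene sw02216 had 152, 311, 446 and 1021, with a dim V7 reference spot.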

In cluster I, high levels of expression were observed in P5. 

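The neuropeptide genes and the fat body and hemolymph protein genes lay mostly in a group of 802 probes that was highest at V7, next highest at P3 and lowest at P1. Its mean log2 signal relative to 800 was 1.63 at V7, 0.37 at P1, 0.83 at P3 and 0.62 at P5. It held 29 of the 34 expressed neuropeptide probes and 12 of the 16 expressed fat body and hemolymph protein probes. The latter list comes from the study's table of variable genes and is not independent evidence, and the neuropeptide list was made by name. Storage protein 1 (sw12337), an amino acid store made in the larval fat body, had signals of 13997, 927, 943 and 1680 from V7 to P5. A 30K lipoprotein (sw19103), an abundant hemolymph protein, had 12138, 828, 1029 and 1801. A further group of 1280 probes had means of 1.24, 0.88, 1.20 and -0.03, so that V7 and P3 lay above P1 and P5 there too. Isocitrate dehydrogenase (sw06699), of the citrate cycle, belonged to it, with 1795, 1620, 2858 and 954.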

In clusters II and III, it was found that genes were more abundantly expressed in V7 and P3 than those in P1 and P5. It is worthwhile to mention that genes in cluster IV were highly expressed in four stages. Therefore, genes in cluster IV were considered as the stably expressed genes that is convenient for description.

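No group of the clustering by centred correlation was high in all 4 stages alike, because that measure removes the level of each gene. A measure that keeps the level, the uncentred correlation, was chosen after the values were seen. It gave a group of 1803 probes (47.3%) whose mean log2 signal relative to 800 was 1.74 at V7, 1.62 at P1, 1.93 at P3 and 1.85 at P5. Ribosomal protein genes S20 (sw09346) and L17e (sw15177), parts of the small and large ribosomal subunits, belonged to it. S20 had signals of 36144, 18248, 20252 and 9463 from V7 to P5, and L17e had 41318, 28714, 28449 and 8109. An ATP synthase subunit (sw00394) was steadier, with 8454, 7566, 12331 and 12192. Peptidylprolyl isomerase (sw09645), a protein-folding enzyme, had 4264, 10133, 11865 and 11870.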

**Figure 1:**
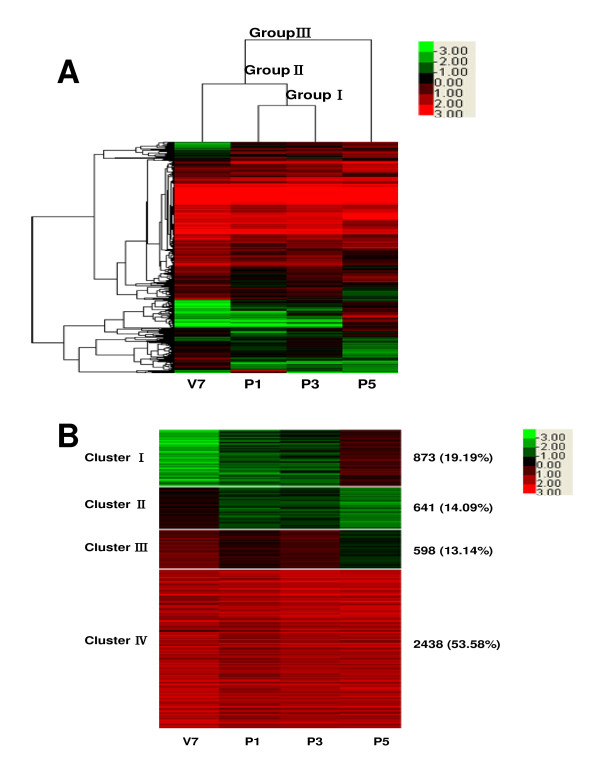
**Heat map of clustering of 4,550 genes expressed in silkworm brain tissues**. Genes expressed with signal intensity more than 800 were included in this analysis. Clustering was done using Cluster 3.0 software. The colors in the map display the relative values of all tiles within the four selected developmental stages; Green indicates the lowest expression, black indicates the intermediate expression, and red indicates the highest expression. The numerical values give the actual values on a log 2 scale, which are associated with each color. The color scale bar is shown at the top right corner of the figure. **A**: Genes clustered by the given 4 developmental stages (clustering type: hierarchical clustering, Distance metric: Pearson correlation). **B**: Genes grouped into four clusters on the basis of the similarity of expression (clustering type: K-means clustering, Distance metric: Pearson correlation). The number of the expressed genes and the percentage in each cluster are indicated.

### Stably expressed genes in silkworm brains along with development

Genes whose expression was detected in silkworm brain were separated into two parts, stably expressed genes and variably expressed genes. Automatic GO analysis of Molecule Annotation System (MAS2.0) was used to analyze the stably expressed genes. As shown in Figure 2A, they were divided into three categories including molecular function, biological process, and cellular component. The molecular function category mainly consisted of five subcategories including catalytic, binding, structural molecule, hormone, and transporter activity. 

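Genes of the proteasome, which supplies threonine-type endopeptidase activity, were mostly expressed throughout. All 18 of the list drawn from the study's pathway table had signals over 800 in all 4 stages, with a median ratio of 1.64 between the highest and the lowest stage. Taken from the annotation of the whole array, 25 of 32 proteasome probes (78.1%) did so. Of 19 genes of ubiquitin mediated proteolysis, 16 did so, with a median ratio of 1.73. A proteasome alpha subunit (sw09073) had 2568 at V7 and 6220 at P5, and the 26S regulatory subunit p42 (sw06425) had 3957 at V7 and 1258 at P5. The SUMO activating enzyme subunit (sw13313) had 5108 and 2130 at these stages. The median change of the proteasome list from V7 was -0.25 at P1, -0.06 at P3 and 0.11 at P5 on the log2 scale, at the 58.2, 38.3 and 84.8 percentiles of 10000 random lists of the same size and mean signal. For ubiquitin mediated proteolysis it was -0.41, 0.03 and -0.19, at the 37.3, 48.2 and 55.9 percentiles. All 19 members of the latter list stayed within 2-fold of V7 at P3.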

In the catalytic subcategory, a large number of genes encoding enzymes were expressed including helicase, hydrogen-transporting ATP synthase, oxidoreductase, protein kinase, hydrolase, ATPase, threonine- and serine-type endopeptidase, transferase, and ubiquitin-protein ligase. Twenty-two neuropeptide genes were found in the subcategory of hormone activity. Of these, eight bombyxin genes were detected. 

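Probes for 44 neuropeptide genes could be named from the array's descriptions and the study's tables, the names alone being used, after the intensities had been seen. Diuretic hormone 1 (sw04998), which acts on water balance, had signals of 2728, 318, 987 and 840 from V7 to P5. Adipokinetic hormone (sw09642), which mobilises energy stores, had 512, 687 and 1010 at P1, P3 and P5 and less at V7, with a dim V7 reference spot, and both are named after their values were seen. For 13 of the genes no probe passed 800 in any stage. These were AKH3, both CAPA genes, ecdysis triggering hormone, the glycoprotein hormone subunits GPA2 and GPB5, pigment-dispersing factor, prothoracicostatic peptide, both bursicon subunits, diuretic hormone 31, tachykinin and allatostatin A.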

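Bombyxins, the insulin-like peptides of the silkworm, gave some of the brightest signals of any neuropeptide. Of 13 bombyxin genes with a named probe, 11 passed 800 in all 4 stages. Bombyxin A-4 had signals of 19211, 8902, 12802 and 11003 from V7 to P5, bombyxin A-5 had 18022, 7952, 12479 and 8633, and bombyxin C-2 had 15217, 5974, 7348 and 4367. The probes of A-4 and A-5 had dim V7 reference spots. Bombyxin G-1 had 6450, 1821, 1888 and 1202, and E-1 had 2533, 878, 1551 and 1464. The genes given here were picked after their values were seen, and as bombyxin genes are close copies of one another, probes can share signal.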

Cuticular protein genes and ribosomal genes were predominant in the structural molecule subcategory. It should be noted that prior to this study the expression of 25 cuticular protein genes had not been detected.

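Few cuticular protein genes passed 800 throughout, whereas the ribosomal genes given here did. Ribosomal protein S11e (sw21888) had signals of 22995, 9844, 11068 and 2840 from V7 to P5, and L23 (sw17537) had 18112, 11334, 13528 and 4016. Of the 100 cuticular protein probes expressed in at least 1 stage, only 4 passed 800 in all 4 stages. These were BmorCPG17 (sw07794), BmorCPH30 (sw11189), and sw15663 and BGIBMGA000278, which have no family name, and they are named after their values were seen. The sw15663 probe had signals of 9656, 14228, 8238 and 24301, and BmorCPG17 had 4850, 19875, 1781 and 926.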

**Figure 2:**
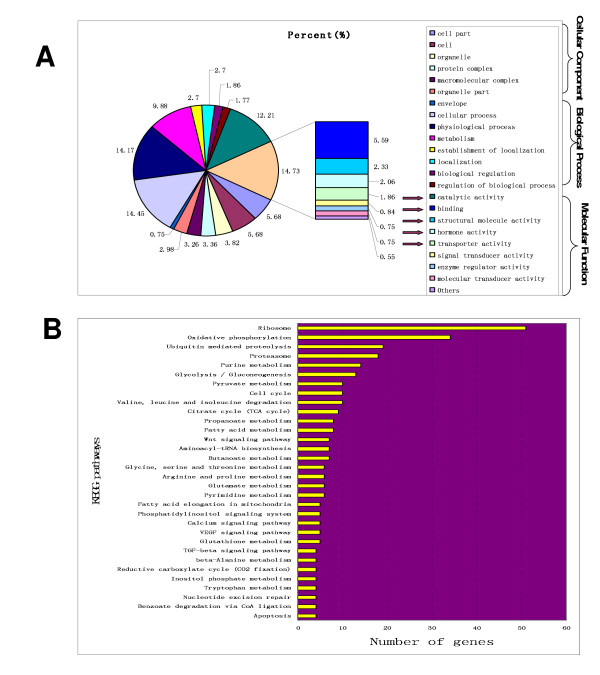
**Gene ontology categories and KEGG pathways of stably expressed genes by automatic GO analysis of Molecule Annotation System (MAS2.0)**. **A**: Gene ontology categories for stably expressed genes. Genes were classified into cellular component, molecular function, and biological process. Prunosus arrow heads indicate the predominant molecular functions among the stably expressed genes. **B**: KEGG pathways for stably expressed genes. Those pathways which involve more than four genes were selected for mapping and were listed according to the number of genes.

Using automatic analysis of KEGG pathways in MAS2.0, we found 2,438 stably expressed genes involved in 90 pathways including nine signaling pathways such as Wnt, Phosphatidylinositol, Calcium, vascular endothelial growth factor (VEGF), insulin, and transforming growth factor beta (TGF-beta ) signaling pathways. 

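Ribosomal protein genes were among the brightest on the arrays. All 51 probes of the ribosome list had signals over 800 in all 4 stages, with a median signal of 13891. Of 34 probes for oxidative phosphorylation, which makes ATP in mitochondria, 32 did so, with a median signal of 4170. Taken from the annotation of the whole array, 60 of 66 ribosome probes (90.9%) and 44 of 76 oxidative phosphorylation probes (57.9%) did so, with median signals of 12422 and 2979. Among all expressed probes the share was 43.9%, but the counts from the annotation include probes not expressed in brain. Over all 23234 probes on the array, 1673 did so. The median ratio between the highest and lowest stage was 1.71 for the ribosome list and 1.61 for oxidative phosphorylation, against 1.95 for all probes over 800 in all 4 stages and 2.55 for all expressed probes. Cytochrome c oxidase subunit IV (sw00800), of the respiratory chain, rose from 4111 at V7 to 12054 at P5, and vacuolar ATPase subunit E (sw14793) had 9533 at V7 and 3081 at P5. The mitochondrial ATP synthase gamma subunit (sw13289) had 14392, 6280, 11440 and 7673. Both lists come from the study's pathway table of genes found stable on these arrays, so their steadiness is not independent evidence.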

Figure 2B also showed that a large number of expressed genes were involved in ribosomal and oxidative phosphorylation pathways. The automatic GO and KEGG analysis of MAS2.0 for stably expressed genes was provided in Additional file 1 and 2, respectively.

### Variably expressed genes in silkworm brains along with development

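Some cuticular protein and chemosensory genes and the neuropeptide gene AKH2 had wide swings between stages. Of the expressed probes, 1050 had a highest signal at least 4-fold their lowest, and without normalization 1170 did. Of the 1172 probes in the study's table of variable genes, 1011 varied so here and 1165 without normalization. BmorCPH31 (sw01963) was 150-fold higher at P5 than at V7, with a dim V7 reference spot. The neuropeptide AKH2 was 86.3-fold lower at P5 than at V7, and a chemosensory protein (sw13392) was 96.1-fold lower. Between V7 and P5, 779 probes differed at least 4-fold, between V7 and P1 396, and between P1 and P3 137. Against V7, 236 were higher and 160 lower at P1, 238 and 126 at P3, and 474 and 305 at P5, while the median change of all expressed probes was -0.29 at P1, 0.07 at P3 and -0.17 at P5 on the log2 scale. In the brain to reference log ratio after normexp background correction and loess the higher ones made up 44.2% of such probes at P1 and 36.4% at P3, against 59.6% and 65.4% in the signal. At P5 they made up 64.1% in that ratio and 39.9% in plain ratios, against 60.8% in the signal. The reference RNA, described alike for each array, gave 277 of 3904 probes (7.1%) by the same rule, against 27.6% in brain. Without the V7 array it gave 14 of 3798 probes (0.37%), and brain 502 of 3540 (14.2%). The paper gives its cut-off but does not state the pairs of stages it was applied to.

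**Figure D1:**
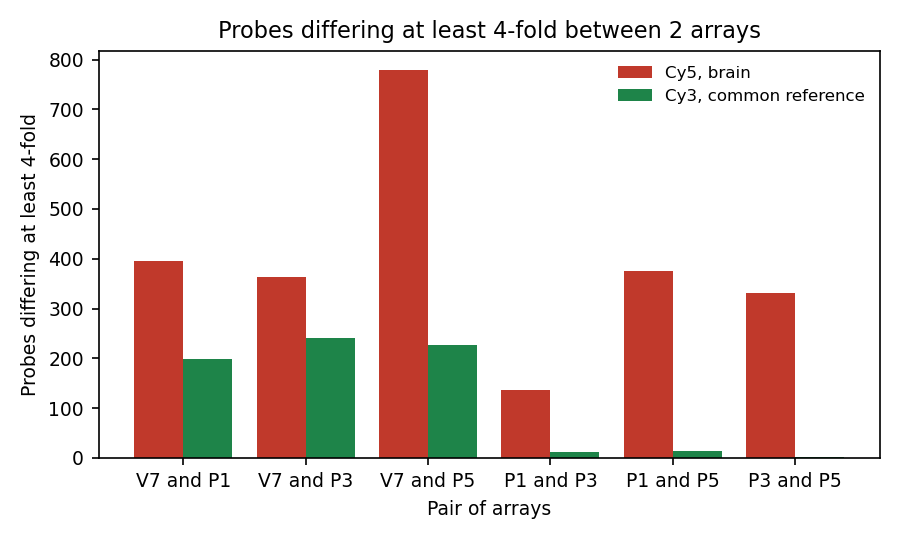
Number of probes whose signal differed at least 4-fold between 2 arrays, for each of the 6 pairs of stages, with 1 array per stage. Red bars give the brain channel (Cy5, of 3810 probes) and green bars the common reference (Cy3, of 3904 probes). For pairs with V7 the reference bars stand at 198, 241 and 226, and for pairs without V7 at 11, 13 and 2.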

Of the 4,550 genes expressed in brains at four stages, 1,175 variably expressed genes were screened at a four-fold cut-off value. The ratio of more than 4 or less than 0.25 represents up- and down- regulated expression, respectively. 

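The 1050 probes varying at least 4-fold peaked mainly at both ends of the period, 331 at V7 and 464 at P5, against 121 at P1 and 134 at P3. Olfactory protein (sw00593), of the odorant-binding family, peaked at V7 with 8461 and was 50.8-fold lower at P5. Gasp (sw10798), a chitin-binding protein, peaked at P5 with 7693, 64.9-fold its V7 signal. A relative of hyphantrin (sw05902) peaked at P3 with 9420, 55.1-fold its V7 signal. A CCHC zinc finger protein of transposon type (sw17530) peaked at P1 with 3722 against 431 at V7. Of the 1050 probes, 254 had a dim V7 reference spot.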

As shown in Figure 3, K-means clustering divided the 1,175 genes into four clusters. Genes in cluster I were highly expressed at V7, whereas genes in cluster III were highly expressed at P5. 

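The probes that the study's table places in these clusters were measured again from the intensities. Of 277 in cluster I, 217 (78.3%) had their highest signal at V7, and the median ratio to V7 was 0.340 at P1, 0.354 at P3 and 0.196 at P5. Of 449 in cluster III, 371 (82.6%) were highest at P5, with median ratios of 1.70, 2.36 and 7.77. Placental protein 11-like (sw04083) in the first direction had 2168, 163, 202 and 776 from V7 to P5, and heat shock regulated-1 (sw02504) in the second had 111, 606, 522 and 2568, with a dim V7 reference spot. Such spots made up 1.8% of cluster I and 34.7% of cluster III. The clusters were formed on these same arrays, so their direction is not independent evidence. In the brain to reference ratio column of the authors the shares were 62.8% and 70.2%, and in their series table, where V7 and P1 are exchanged for part of the probes, 56.7% and 70.2%.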

Genes in cluster II were highly expressed in a pupal-biased manner but the expressions of genes in cluster IV were relatively repressed in pupal stages. 

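None of the 239 probes of cluster II was highest at V7, whereas 164 (79.6%) of the 206 in cluster IV were. In cluster II, 156 were highest at P5, 45 at P1 and 38 at P3, with median ratios to V7 of 3.75 at P1, 3.88 at P3 and 5.42 at P5. In cluster IV the median ratios were 0.509, 0.623 and 0.225. A relative of the cytokine inducible SH2 protein (sw06783), of a family that restrains cytokine signalling, is in cluster II and had 152, 2053, 3093 and 3512 from V7 to P5. Dim V7 reference spots made up 56.1% of cluster II, sw06783 among them, and 1.0% of cluster IV. In the brain to reference ratio, after normexp background correction and loess, cluster II had a smaller median ratio to V7, of 1.27 at P1, 1.21 at P3 and 1.98 at P5. Both clusters were formed on these arrays and are not independent evidence of direction.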

In cluster I, eleven neuropeptide genes, one NPLP gene, and one neurogenin related protein gene were found. 

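The neurogenin related gene (sw11355), whose vertebrate relatives commit cells to a neuronal fate, fell through the pupal stages. Its signal was 1750 at V7, 746 at P1, 614 at P3 and 83 at P5, 17.5-fold lower at P5 than at V7 with the P5 value set to 100. The CCAP gene, which acts in ecdysis, had 3 named probes. Their signals at V7 were 2524, 2021 and 929, and those at P1 277, 167 and 72, with V7 the highest stage for each. The authors' series table gives the probe with 2021 at V7 (sw17838) a log2 change of 3.59 at P1, because it holds V7 and P1 values in each other's place there.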

Genes encoding antennal binding protein, chemosensory related protein, and five cytochrome P450s were also detected. 

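Most genes of odorant and juvenile hormone binding were higher at V7 than in the pupa. The antennal binding protein probes sw03370 and sw20121 had signals of 2012 and 2309 at V7, and 71 and 287 at P5. A chemosensory protein gene (sw05970) had 8861 at V7, 1626 at P1, 149 at P3 and 83 at P5, with a dim V7 reference spot. The other chemosensory probe (sw13392) stayed at 13628 at P1 and was 359 at P3. A relative of juvenile hormone binding protein (sw13985) had 8920, 2091, 289 and 292. Of 15 expressed probes of the odorant and juvenile hormone binding list, 10 were at least 2-fold lower at P1, 10 at P3 and 11 at P5, and 2, 1 and 3 were at least 2-fold higher, with median changes of -1.39, -4.29 and -4.33 on the log2 scale. The list was drawn from the study's table of variable genes and is not independent evidence.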

Interestingly, some immune-related genes were detected including two immulectin genes and one immune-related Hdd11 gene. In addition, the expressions of MBF2 gene, aquaporin gene, cuticular protein genes, TIME-EA4 gene, yellow protein gene, and wing disc-specific protein genes were observed in this cluster. 

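Immune genes were mixed. The immulectin probe sw22902, a lectin that binds bacterial surfaces, had signals of 3499 at V7, 363 at P1, 334 at P3 and 298 at P5, and the second immulectin probe (sw21899) had 657, 158, 146 and 74. Hdd11 (sw04645) was highest at P1, with 189, 3198, 407 and 248. A probe for Hdd1 (sw04276), another immune-related gene, had 847, 428, 106 and 75. Gloverin-like protein 3 (sw22043), an antibacterial peptide, had 5613, 1764, 666 and 508. Of 13 expressed immune genes, drawn from the study's table of variable genes, 5 were at least 2-fold lower and 2 higher at P1, 7 lower and 3 higher at P3, and 8 lower and 4 higher at P5. Their median log2 change was -0.75, -1.34 and -1.86, at the 3.32, 0 and 0.07 percentiles of random lists. Fat body and hemolymph protein genes fell from V7 over the same stages, by -2.88, -2.93 and -2.62. Whether carried-over tissue plays a part in the immune genes was not tested.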

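MBF2 (sw17216), a transcriptional coactivator, had signals of 1099, 356, 207 and 139 from V7 to P5. The aquaporin probes sw04148 and sw04561, for water channels, had 1087 and 1005 at V7, and 164 and 244 at P1. Yellow1 (sw06317) had 726 at V7, under the expression threshold, and 116 at P3. BmorCPG50 (sw00359), which the array describes as a wing disc-specific protein, had 1900, 780, 213 and 291, and BmorCPG16 (sw06658) fell from 3030 to 101 between V7 and P1. In the authors' series table the change of BmorCPG50 at P1 is 0.92 on the log2 scale, because that table holds V7 and P1 values in each other's place in this part. TIME-EA4 (sw14555), a diapause timing protein, was much brighter, with 15344, 5080, 7716 and 4053.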

In cluster II, nine cuticular protein genes as well as the genes encoding carboxylesterase, chitin binding protein, lipase, silkworm trachealess, insulin-related peptide binding protein were identified. 

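The genes given here were higher at each pupal stage than at V7. Carboxylesterase (sw12117), an esterase family that includes juvenile hormone esterase, had signals of 329, 3099, 2859 and 1289 from V7 to P5. Lipase (sw14430) had 282, 958, 1058 and 1910. The insulin-related peptide binding protein (sw08270) was bright throughout, with 3525, 8456, 13348 and 19729, 5.60-fold higher at P5 than at V7. Trachealess (sw03092), a transcription factor for tracheal development, had 128, 865, 1182 and 2256. Its V7 reference spot was dim, and the reference signal itself was higher by 2.18, 2.29 and 2.48 on the log2 scale at P1, P3 and P5.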

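Cuticular protein genes reached very high signals at P5. BmorCPR84 (sw10646) had 13 at V7, 372 at P1, 128 at P3 and 19229 at P5. BmorCPFL3 (BGIBMGA011560) had 105, 1044, 78 and 2502, and a larval cuticle protein A3A-like probe (sw00139) had 147, 1415, 302 and 3477. BmorCPR91 (BGIBMGA000273), named after its values were seen, was the brightest, with 49080 at P5 and 19 at V7. Against V7, 73 of 100 expressed cuticular probes were at least 2-fold higher at P5.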

In cluster III, the expressions of a pheromone biosynthesis activating neuropeptide (PBAN) gene, 45 cuticular protein genes, and a ATP-dependent RNA helicase DDX18 (DEAD box protein 18) gene were detected. In cluster IV, a neuropeptide AKH2 gene, a NPLP gene, and two cuticular protein genes were transcribed. 

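The AKH2 gene, of the adipokinetic hormones that release stored lipid and sugar, had signals of 8918 at V7, 1696 at P1, 2243 at P3 and 103 at P5. It passed 800 in 3 of the 4 stages. BmorCPH27 (sw06067), a cuticular protein gene highest at V7, had 8549, 1152, 285 and 245.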

The homology Blast results for 1,175 variably expressed genes were provided in Additional file 3.

**Figure 3:**
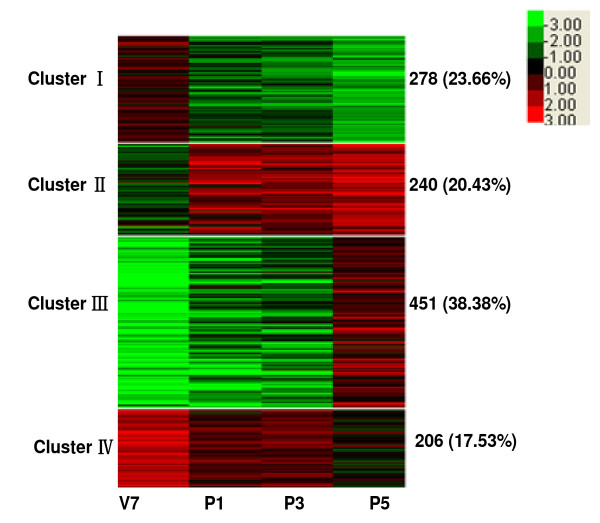
**Heat map of K-means clustering of 1175 variably expressed genes in four developmental stages**. Clustering was done using Cluster 3 software (clustering type: K-means clustering, Distance metric: Pearson correlation). The colors in the map display the relative values of all tiles within four selected developmental stages; Green indicates the lowest expression, black indicates intermediate expression, and red indicates the highest expression. The numerical values give the actual values on a log 2 scale, which are associated with each color. The color scale bar is shown at the top right corner of the figure. Genes were grouped into four clusters on the basis of the expression similarity. The number of the expressed genes and the percentage in each cluster are indicated.

### The expression profiles of neuropeptide genes in silkworm brains

Based on the sequence homology and the structure conservation in the neuropeptides from other invertebrates, 43 putative neuropeptide genes rather than bombyxin genes were annotated by searching the silkworm genome and national center for biotechnology information (NCBI) databases. The corresponding gene numbers were listed in Additional file 4. Fifty-two oligonucleotide probes were designed for all silkworm putative neuropeptide genes including 11 bombyxin genes. Three pairs of genes, namely, NPF1a and NPF1b genes, CAPAa and CAPAb genes, and bombyxinA-4 and A-5 genes shared the same probes because of the high sequence similarity. Stringent quality threshold (QT) clustering algorithm analysis was carried out to display the developmental expression profile of neuropeptide genes. 

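Most neuropeptide genes were expressed in the brain during this period. Of the 44 genes with a named probe, 31 passed 800 in at least 1 stage. Corazonin, which takes part in the start of ecdysis, was the brightest at 21472 at V7, with 5606, 7533 and 4144 at P1, P3 and P5. Bombyxin B-10 had 10445, 3291, 4203 and 3648, and D-1 had 8903, 2632, 3858 and 2124, both named after their values were seen. The crustacean hyperglycemic hormone-like gene (sw12748), of the ion transport peptides, passed 800 at P3 alone, with 785, 482, 905 and 445. Without normalization it also passed at V7, with 892. Some peptides named by the study, such as kinin and myosuppressin, have no probe named by the tables used here and are left out of the count.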

As shown in Figure 4, the expression of 32 neuropeptide genes was detected. Among them, 14 neuropeptide genes were expressed at all stages including short neuropeptide F (sNPF), IMFamide, neuropeptide F1 (NPF1), SIFamide, corazonin, BMK5, and eight bombyxin genes with conservative motif of A, B, C, D, E, G subfamilies. 

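Of the genes with a named probe, 16 passed 800 in all 4 stages. They were sNPF, IMFamide, NPF1, SIFamide, corazonin and 11 bombyxins. Short neuropeptide F, a feeding-related peptide, had signals of 1948, 852, 1204 and 949 from V7 to P5, close to the threshold at P1. IMFamide had 6850, 2039, 3044 and 1770. SIFamide, made in a few brain cells, had 3841, 1218, 2330 and 2027. With the threshold at 1600, 10 genes passed in all 4 stages.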

Genes for kinin, orcokinin, sulfakinin, eclosion hormone (EH), allatropin, allatostatin-C, CCAP, bombyxinB-8, and bombyxinF-1 were expressed only at V7. 

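Genes over 800 at V7 and at no other stage numbered 8 in the normalized signal. Without normalization there were 7, as a CCAP probe then had 816 at P5. Orcokinin had signals of 921, 173, 255 and 128 from V7 to P5, and sulfakinin, a satiety peptide, had 2290, 228, 252 and 142. Eclosion hormone, a trigger of ecdysis behaviour, had 1949, 309, 481 and 211. The best of the CCAP probes had 420 at P3 and 664 at P5. Allatotropin, allatostatin and the bombyxins B-8 and F-1 completed the set. Most of these passed 400 in a later stage, and with the threshold at 400 orcokinin and sulfakinin remain of them and prothoracicostatic peptide joins.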

The pheromone biosynthesis activating neuropeptide (PBAN) gene was expressed at a relatively higher level at P5. 

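PBAN (sw07983), which triggers sex pheromone synthesis, had signals of 66 at V7, 40 at P1, 1088 at P3 and 2052 at P5. It was thus at background in the first pair of stages, over the threshold from P3, and 20.5-fold higher at P5 than the floor of 100 set for V7. A second probe for the same precursor (sw06956) had 14 at V7, 21 at P1 and 343 at P5, under the threshold throughout.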

The expression patterns of two genes, NPF1 and growth-blocking peptide (GBP), were further confirmed by real-time PCR. 

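On the arrays, NPF1 and growth-blocking peptide were both highest at V7 and lowest at P1. NPF1, a peptide of feeding and foraging, had signals of 5830 at V7, 919 at P1, 1883 at P3 and 1801 at P5. Growth-blocking peptide, a cytokine that slows larval growth, had 4118, 572, 2312 and 774. They differed at P3, where NPF1 was 3.10-fold and growth-blocking peptide 1.78-fold lower than at V7, and at P5, where these values were 3.24 and 5.32.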

As shown in Figure 5A and 5B, the results of real-time PCR showed that their expression profiles were consistent with the results of the microarray.

**Figure 4:**
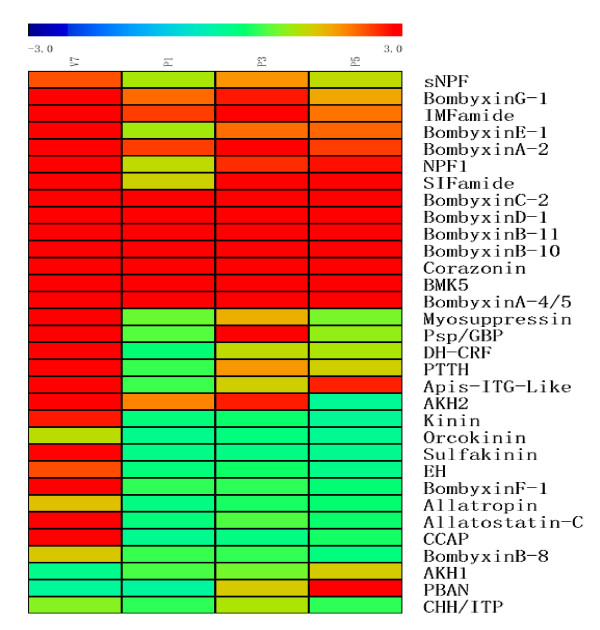
**Heat map of Stringent QT (quality threshold) clustering of expressed neuropeptide hormone genes**. Clustering was done using Mev software and was displayed by rainbow scheme. The colors in the map display the relative values of all tiles within four selected developmental stages; Blue indicates the lowest expression and red indicates the highest expression. The numerical values give the actual values on a log 2 scale, which are associated with each color. The color scale bar is shown at the top corner of the figure. The genes names are indicated.

**Figure 5:**
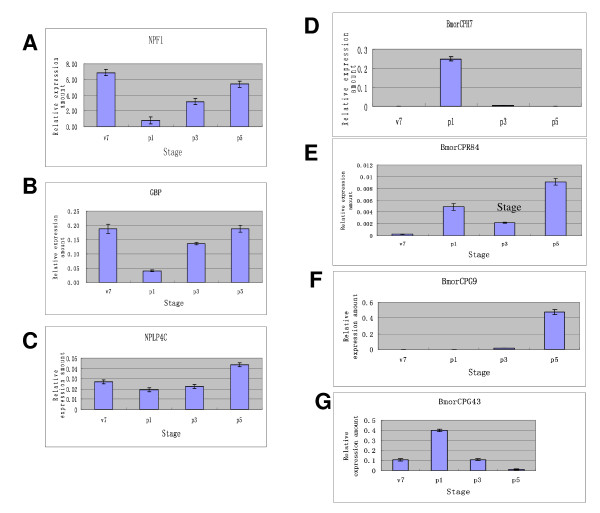
**qRT-PCR results of seven genes**. **A**: NPF1; **B**: GBP; **C**: NPLP4E; **D**: BmorCPH7; **E**: BmorCPR84; **F**: BmorCPG9; **G**: BmorCPG43.

### The expression profiles of neuropeptide-like precursor genes in silkworm brains

Neuropeptide like precursor (NPLP) genes had been discovered in the central nervous system of *Drosophila melanogaster *and *Sarcophaga crassipalpis *[21,22]. Six putative NPLP4 genes were found in silkworm genome database by BLAST searches (Figure 6A). Of these, NPLP4B has four copies. All the NPLP4 proteins have three highly conserved amino acids YYX (x designated to L, V, I, G) at the C-terminal. The silkworm NPLP4 genes are distributed in chromosomes 11 in a narrow region at the nscaf 3031, as shown in Figure 6B.

**Figure 6:**
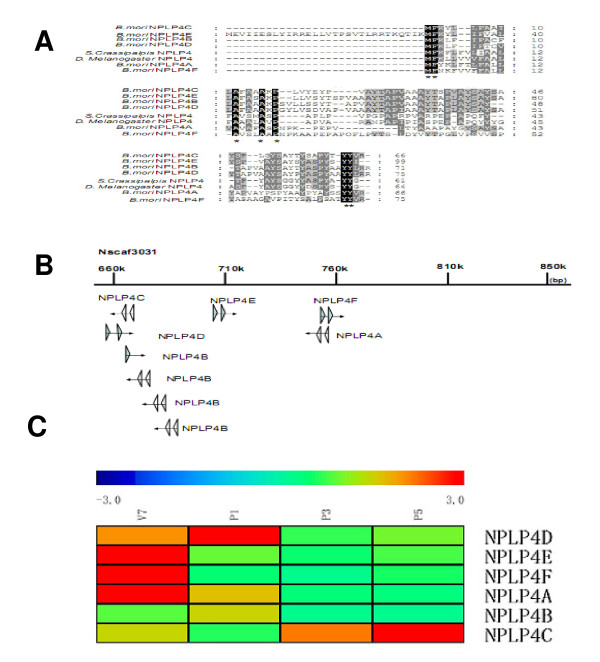
**Heat map of Stringent QT (quality threshold) clustering, the sequence BLAST results and the organization of the NPLP genes**. **A**: Amino acid sequence BLAST analysis of *Bombyx mori *theoretical NPLPs (accession number: HQ386680-HQ386685) with those sequences from *Sarcophaga Crassipalpis *NPLP4 (accession number: EU526381.1), *Drosophila Melanogaster *NPLP4 (accession number: NM_144095.1). Amino acids conserved in NPLP are highlighted in dark and light gray. *. **B**: Genomic organization of NPLP genes. Triangles correspond to the exons. Arrows indicate transcriptional direction. Nscaf: Scaffold data assembled by Japanese and Chinese groups. **C**: Heat map of Stringent QT (quality threshold) clustering of six expressed NPLP genes. Clustering was done using Mev software and was displayed by rainbow scheme. The colors in the map display the relative values of all tiles within four selected developmental stages; Blue indicates the lowest expression and red indicates the highest expression. The numerical values give the actual values on a log 2 scale, which are associated with each color. The color scale bar is shown at the top corner of the figure. The names of genes are indicated.

Six oligonucleotide probes were designed for these NPLP4 genes. The result of QT clustering algorithm analysis showed that they had various expression patterns in silkworm brains (Figure 6C). For example, the expression of NPLP4C gene was repressed at P1, whereas it expressed at a higher level at P5. The real-time PCR data for this gene (Figure 5C) showed a similar expression pattern.

### The expression profiles of cuticular protein genes in silkworm brains

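Cuticular protein genes, best known from the exoskeleton, took a larger share of the brain signal at P1 and P5 than at V7 and P3. They held 0.54% of all Cy5 signal at V7, 3.82% at P1, 0.61% at P3 and 3.98% at P5. Signals over 10000 were reached by 14 cuticular probes at P1 and 13 at P5, and by none at V7 or P3. A pupal-specific cuticular protein (sw00595) had 127 at V7 and 14874 at P1, and BmorCPH2 (sw22750) had 213 and 16519. The pupal cuticle protein sw08106 had 532 and 19364.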

In the present microarray data, prominent among the brain-expressed genes were cuticular protein genes. 

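Of 151 cuticular protein probes named by the array's descriptions and the study's tables, 100 passed 800 in at least 1 stage, 15 at V7, 50 at P1, 21 at P3 and 71 at P5. BmorCPH12 (BGIBMGA011728) was among those at P1, with 173 at V7 and 7087 at P1, and BmorCPR103 (BGIBMGA000429) passed at P1, P3 and P5, with 238, 6516, 846 and 2084 and a dim V7 reference spot. The number at P3 was 39 with a threshold of 400 and 12 with 1600.

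**Figure D2:**
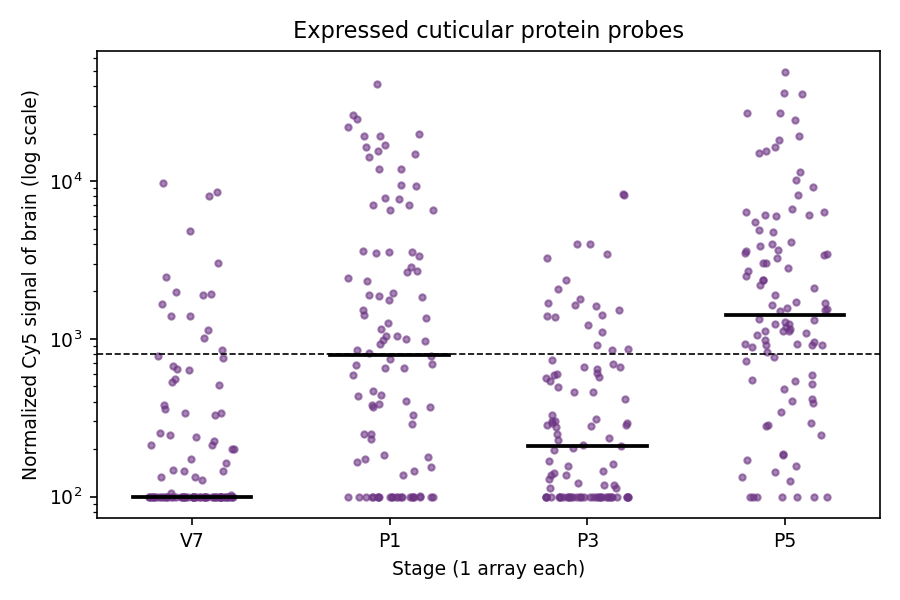
Normalized Cy5 signal (log scale) of each of the 100 expressed cuticular protein probes in brains at V7, P1, P3 and P5, with 1 array per stage and signals under 100 drawn at 100. Each point is a probe, thick bars are medians and the dashed line is the threshold of 800. The median is 795 at P1, 210 at P3 and 1422 at P5, and lies under 100, at 93.6, at V7.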

The expressions of 117 cuticular protein genes were detected in silkworm brains. K-means clustering was performed (Figure 7), resulting in 117 cuticular protein genes divided into four clusters. 

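Taken by the stage of their highest signal, 59 of the 100 expressed cuticular probes peaked at P5, 35 at P1, 4 at V7 and 2 at P3. The pair peaking at P3 had no family name. Putative cuticle protein sw13208 had 331, 19356, 573 and 594 from V7 to P5, a sharp peak at P1, and sw22606 had 340, 16960, 282 and 828.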

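Some cuticular protein genes were higher than at V7 in every pupal stage. BmorCPG3 (BGIBMGA008262) had signals of 252 at V7, 1874 at P1, 3258 at P3 and 8131 at P5, with a dim V7 reference spot. BmorCPH30 (sw11189), the brightest cuticular gene at P1, had 1390, 41477, 3981 and 11488. Of the 100 expressed probes, 31 were at least 2-fold higher at P3 than at V7, and 11 were lower.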

Cuticular protein genes in cluster I were highly expressed from P1 to P5. 

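Other cuticular protein genes were brightest in a single stage or in neighbouring stages. BmorCPH7 (sw01083) had signals of 27 at V7, 6588 at P1, 30 at P3 and 24 at P5. BmorCPH13 (BGIBMGA011760) had 200, 15423, 1222 and 133, although in the authors' deposited ratio its change from V7 to P1 is -0.52 on the log2 scale. Its reference signal was 2.8 at V7 and 234.6 at P1, so that ratio rests on a V7 reference at background. In the normexp log ratio its change at P1 was 3.89. BmorCPH31 (sw01963) had 100, 174, 328 and 14983. BmorCPG43 (sw18333) was bright at V7 and P1, with 7982 and 9361, and had 2069 at P3 and 187 at P5. The 4 probes highest at V7 were BmorCPH27, BmorCPG16, BmorCPG50 and sw08718, the last of them named after its values were seen.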

The expressions of genes in cluster II, III, and IV were almost restricted to P5, P1 and V7, respectively. The results were also supported by the real-time PCR data (Figure 5D, 5E, 5F, 5G).

**Figure 7:**
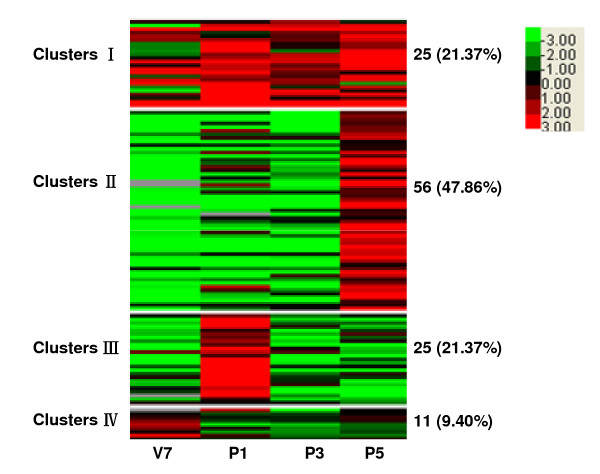
**Heat map of hierarchical clustering of 117 cuticular protein genes in four developmental stages**. Clustering was done using Cluster 3 software. The colors in the map display the relative values of all tiles within four selected developmental stages; Green indicates the lowest expression, black indicates the intermediate expression, and red indicates the highest expression. The numerical values give the actual values on a log 2 scale, which are associated with each color. The color scale bar is shown at the top right corner of the figure. Genes grouped into four clusters on the basis of the similarity of expression (clustering type: K-means clustering, Distance metric: Pearson correlation). The number of the expressed genes and the percentage in each cluster are indicated.

In silkworm, cuticular protein genes are divided into six families including RR (RR-1, RR-2, RR-3), Tweedle, CPF, CPFL, CPG, and CPH families based on conserved motifs [18]. To better understand the expression profiles of cuticular protein genes bearing particular motifs in the silkworm brains, the number of genes in each cluster and the distribution in different families were summarized (Table 1). 

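Cuticular protein probes carry a family name here only through the study's table of genes that varied on these arrays, so that nearly all of them pass the threshold is not independent evidence. Of 28 probes of the RR family, which binds chitin, 26 passed 800 in at least 1 stage. For the glycine-rich CPG family it was 19 of 20, for CPH all 17, for CPFL all 3 and for Tweedle all 2. Of 81 cuticular probes without a family name in the descriptions used here, 33 passed. BmorCPFL1 (Bm_nscaf2964_132) had 200, 7838, 278 and 4782 from V7 to P5.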

The cuticular protein genes belonging to RR, Tweedle, CPFL, CPG, and CPH families were exclusively expressed. But the expression of CPF gene was undetectable.

**Table 1:** Expression profiles of cuticular protein genes bearing particular motifs

	RR Consensus			Tweedle	CPF	CPFL	CPG	CPH	Total
							
	RR-1	RR-2	RR-3						
Cluster I	4	5	0	0	0	1	9	6	25
Cluster II	10	21	0	2	0	1	14	8	56
Cluster III	1	9	1	1	0	1	0	12	25
Cluster IV	4	0	0	0	0	0	2	5	11

Total	19	35	1	3	0	3	25	31	117

## Discussion

In the present study, we designed 90 additional oligonucleotide probes for previously unpredicted genes and monitored gene expression profiles of silkworm brains isolated from four developmental stages using the oligonucleotide microarray containing 23,224 probes. The expression of 4,550 genes was detected in these stages. It resulted in the first microarray-based gene expression profiles of a lepidopteran insect brain.

Genes whose expressions were detected in silkworm brains were separated into two parts, stably expressed genes and variably expressed genes. Of previously reported 306 *B. mori *house-keeping genes [16], 304 genes were transcribed in the category of our stably expressed genes. 

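The citrate synthase gene (sw17936), of the first step of the citrate cycle, had signals of 1244, 1329, 1189 and 588 from V7 to P5. It lay in the group of expressed probes lowest at P5. Probes described as neurofilament heavy chain, a part of the neuronal cytoskeleton, were higher at P5 than at V7. Their signals were 110 and 1503 for sw18658, 349 and 2016 for sw18858, and 1853 and 2501 for sw22433. The sw18658 probe lay in the group lowest at V7 and the others in the group highest at P5. For sw18858 the authors' deposited ratio changes by -0.53 from V7 to P3 on the log2 scale, whereas its signal rises to 1294.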

The remaining two house-keeping genes, mitochondrial citrate synthase precursor gene and neurofilament gene were classified to cluster III and cluster I, respectively (Figure 1B). The results of the GO and KEGG analysis of stably expressed genes showed that the ribosomal and oxidative phosphorylation pathways were principal pathways, suggesting that metabolisms of protein were probably prominent in silkworm brains.

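Other genes of protein metabolism mostly stayed within 2-fold of V7 in the normalized signal. Of 18 expressed protein folding genes, 15 stayed within 2-fold of V7 at P1 and 14 at P3 and at P5, and the median change was -0.28, 0.09 and -0.08 on the log2 scale. Of 7 genes of aminoacyl-tRNA biosynthesis, which charge tRNAs, all stayed within 2-fold at P1 and P3, with median changes of -0.68, -0.11 and 0.02 at P1, P3 and P5. Isoleucine-tRNA synthetase (sw08794) had 2126 at V7 and 979 at P5. For the ribosome the median change was -0.31, -0.48 and -0.23, the value at P3 lower than in all of 10000 random lists of the same mean signal. For oxidative phosphorylation the median change was -0.55, -0.01 and -0.20. Its fall at P1 was not kept in ratios, with -0.0765 in the authors' ratio column and 0.0022 in the normexp log ratio. The reference signal of that list moved by -0.47 at P1. Of 51 ribosome probes, 50 stayed within 2-fold of V7 at P1 and P3 and 41 at P5. In brain to reference ratios the ribosome fell further by P5, with a median change of -0.84 in the authors' ratio column and of -1.18 in plain ratios, where 30 of the 51 were at least 2-fold lower. The median change of all expressed probes at P5 was -0.12 in the ratio column and -0.46 in plain ratios. The reference signal of the ribosome list rose by 0.33 at P5, so part of this fall in ratios comes from the reference channel and not from the brain signal. The lists were drawn from the study's tables of stable genes. From the size of the ribosomal and oxidative phosphorylation pathways in the stable group, the paper proposes that protein metabolism is prominent in the silkworm brain.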

K-means clustering was carried out to study the expression patterns of 1,175 variably expressed genes. The expressions of a neurogenin related protein gene, an antennal binding protein gene, and a chemosensory protein related gene were detected in cluster I. A mouse neurogenin related protein was once reported to function as a vertebrate neuronal determination factor analogous to those of the *Drosophila *proneural genes [23]. Antennal binding protein and chemosensory protein are responsible for sensory signaling and might be required for the correct recognition of some odors [24-26]. Our analysis detected the expression of five cytochrome P450 genes in cluster I, none of which are silkworm halloween genes, which are involved in biosynthesis of 20-hydroxyecdysone (20E) from cholesterol [27-32]. 

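In the normalized signal the 5 cytochrome P450 probes were all highest at V7. CYP4 (sw20730) had a signal of 5650 at V7 and at most 98 later, and CYP9 (sw20566) had 5153, 442, 183 and 58 from V7 to P5. The other probes had 5517 at V7 and 207 at P1 (sw17425), 1690 and 137 (sw12973), and 1128 and 163 (sw22194). In the list of 6 expressed P450 probes, drawn from the study's table of variable genes, the median log2 change from V7 was -3.59 at P1, -3.97 at P3 and -4.79 at P5. The authors' series table gives CYP4 a change of 5.90 at P1, because it holds V7 and P1 values in each other's place there. For sw22194 the change at P3 was 0.40 in that table, against -3.13 in the signal. It was 0.40 too in the authors' ratio column, which has no such exchange.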

Since the cytochrome P450 gene superfamily consists of 86 putative members [33], the expression of these five cytochrome P450 genes in silkworm brain might provide clues for their functional study. The genes in cluster III were highly expressed at P5 stage including a PBAN gene and a DDX18 gene. 

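DDX18 (sw01341), a DEAD box RNA helicase, had signals of 525 at V7, 379 at P1, 604 at P3 and 1529 at P5, so that it was 2.91-fold higher at P5 than at V7. Its ratio between the highest and the lowest stage was set by P1 and P5. Of 11 expressed ribosome biogenesis and RNA helicase genes on a list drawn from the study's table of variable genes, 7 were at least 2-fold lower at P5 than at V7 and 4 higher, and without dim V7 reference spots 7 of 8 were lower and 1 higher. The rRNA processing protein Ebp2 (sw03580) had 1977 at V7 and 297 at P5.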

PBAN is secreted from the subesophageal ganglion and is required for pheromone synthesis [34]. Along with PBAN peptide, a diapause hormone (DH) and three additional FXPR/KL neuropeptides (NPs: a, b, g) were post-translationally processed from a polyprotein precursor well conserved in moths [35,36]. DDX18 proteins are putative RNA helicases that function in all aspects of RNA metabolism, including translation, ribosome biogenesis, and pre-mRNA splicing [37]. In cluster IV, the reduced gene expression in pupal stage may be responsible for the decreased titer of molting hormone [38,39].

The expression profiles for neuropeptide genes in silkworm brains revealed that there was no correlation between neuropeptide expression profile and conservative motif. For instance, eight bombyxin genes were expressed at all stages, and two bombyxin genes were only expressed at V7, a time for initiation of pupation. 

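The bombyxins B-8 and F-1 crossed the threshold of 800 at V7 alone. Bombyxin B-8 had signals of 1302, 532, 509 and 242 from V7 to P5, and bombyxin F-1 had 1973, 517, 531 and 305.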

Bombyxin was purified from the heads of the male adult *Bombyx mori *as a factor that stimulated the prothoracic glands (PGs) of *Samia cynthia ricini*, but failed to stimulate the PGs of *Bombyx *itself to synthesize and release ecdysteroid [40-42]. Moreover, bombyxin neuropeptides were also involved in various biological processes in silkworm such as metabolism and growth [43,44]. Another neuropeptide gene with highest expression level at V7 is PTTH gene. 

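PTTH, the brain hormone that drives ecdysteroid synthesis, was highest at V7 in both of its probes. The probe 2th_017 had signals of 2893 at V7, 667 at P1, 1230 at P3 and 1347 at P5, with a dim V7 reference spot, and sw05596 had 2432, 509, 1370 and 988. In the normalized signal both dropped below the threshold at P1 and were above it again at P3. Without normalization 2th_017 stayed above it at P1, with 816, and sw05596 had 592.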

PTTH is necessary for the induction of larval-pupal metamorphosis and stimulates the PGs to synthesize and release ecdysteroids [4,5]. In our study the expression peak of PTTH gene on V7 probably shows its ability to stimulate ecdysone biosynthesis, but whether it is same for two bombyxin genes will be further explored. 

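In the normalized signal, nearly every expressed neuropeptide gene was brightest at V7, the only larval stage measured. Of 34 expressed neuropeptide probes, 31 (91.2%) had their highest signal at V7. At least 2-fold lower than at V7 were 30 of them at P1, 21 at P3 and 27 at P5. The median change from V7 was -1.88 at P1, -1.27 at P3 and -1.84 at P5 on the log2 scale, and each of these was lower than in all of 10000 random lists of the same size and mean signal. By gene, 28 passed 800 at V7, 17 at P1, 22 at P3 and 20 at P5. The exceptions were PBAN and adipokinetic hormone, highest at P5, and the crustacean hyperglycemic hormone-like gene, highest at P3. Over the other ways of scaling the arrays and choosing the probes the median ranged from -2.08 to -1.43 at P1, from -1.38 to -0.98 at P3 and from -2.03 to -1.29 at P5. In the authors' brain to reference ratio column, which has no such exchange as their series table, 76.5% of the probes were highest at V7. In the series table, where V7 and P1 are exchanged for part of the probes, it was 70.6%. From the genes highest at V7, the paper proposes that neuropeptide genes are abundantly expressed as pupation approaches.

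**Figure D3:**
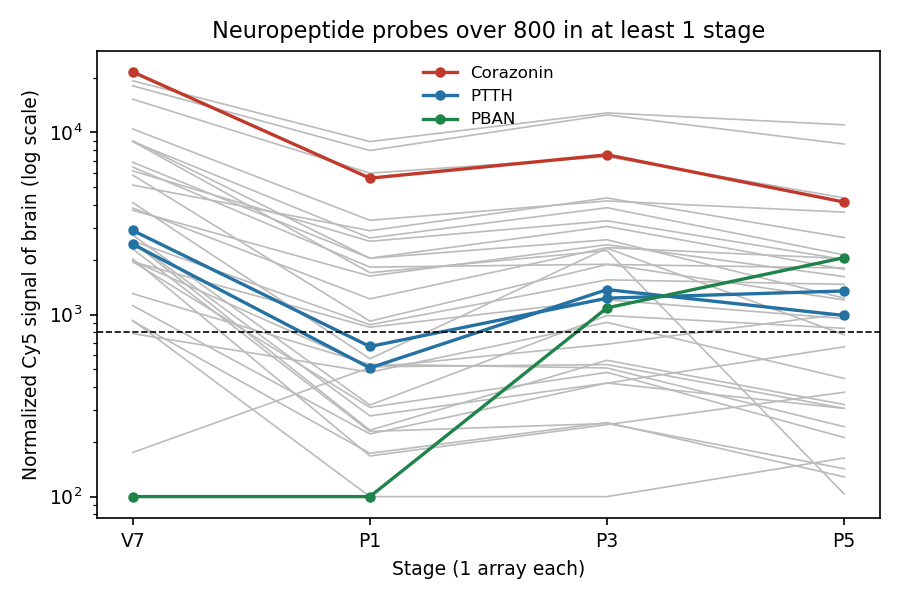
Normalized Cy5 signal (log scale) of the 34 neuropeptide probes over 800 in at least 1 stage, in brains at V7, P1, P3 and P5, with 1 array per stage and signals under 100 drawn at 100. Each line joins the values of a probe, coloured for corazonin (red), the PTTH probes (blue) and PBAN (green), and the dashed line is the threshold of 800. All but 3 lines are highest at V7, and PBAN has its own highest signal, 2052, at P5.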

Besides two bombyxin genes and a PTTH gene, many neuropeptide genes were highly expressed at V7 including the genes encoding eclosion hormone (EH), CCAP, kinin, orcokinin, sulfakinin, allatropin, and allatostatin-C, suggesting that in the face of impending pupation, these neuropeptide genes were abundantly expressed. Previous studies have showed that EH, CCAP, and ecdysis triggering hormone (ETH) probably coordinated the sequence of pre-ecdysis, ecdysis, and postecdysis behaviors [45-47]. Corazonin, FLRFamides, and MIPs were also involved in orchestration of ecdysis sequence [8-10]. Our data will facilitate further exploration of the functions and the interaction of neuropeptides in ecdysis sequence. Furthermore, our data clearly showed that some neuropeptide genes with opposing effects were expressed in a similar pattern in the silkworm brains, for example, PTTH versus myosuppressin and allatropin versus allatostatin-C. In the PGs, PTTH stimulates ecdysteroidogenesis whereas bommo-myosuppressin (BMS) inhibits the same process [5,7]. But BMS was not the first reported inhibitor to PTTH-stimulated ecdysteroidogenesis, a prothoracicostatic peptide (PTSP) characterized by Hua *et al*. was proved to have such a function at both the spinning and feeding stages in the brain of silkworm [48]. 

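Allatotropin and allatostatin, which raise and lower juvenile hormone synthesis, had the same order of stages. Allatotropin had signals of 1119 at V7, 221 at P1, 420 at P3 and 305 at P5. Allatostatin (sw01366) had 2497, 232, 561 and 320. Both were highest at V7, lowest at P1 and partly recovered at P3. Prothoracicostatic peptide (sw05081), which lowers ecdysteroid synthesis, followed the same order with 680, 111, 190 and 167, under the threshold at each stage. Myosuppressin has no probe named by the tables used here.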

BMS and PTSP regulated the PGs activity via different receptors, and BMS had a higher prothoracicostatic activity on larval PGs than PTSP [7]. According to our data, the expression of BMS at V7 is more abundant than that of PTSP.

NPLP genes were first identified by analysis of the peptidome of the *D. melanogaster *larval central nervous system [21]. However until now, none of NPLPs had a function assigned to them except that the expression of NPLP1 in the brain and ventral nerve cord of *D. melanogaster *was observed [49]. In addition, *S. crassipalpis *NPLP4 was uniquely expressed during diapause which suggested its potential role in diapause initiation and maintenance [22]. In the silkworm genome database, the putative NPLP1 and NPLP4 genes were found by homology search. According to the present microarray data, the expressions of six NPLP4 genes were detected in silkworm brains. EST evidence has shown that NPLP4E was present in epidermis, ovary and prothoracic gland of silkworm (EST: BP123504; BB984435; BY936052). Liang *et al. *also reported that several NPLPs, which correspond to the NPLP4B, NPLP4E, and NPLP4F in our study, were highly expressed in epidermal tissues of silkworm when molting was initiated [18]. All these results indicated that the expression of NPLP4 genes was not tissue-specific. The diverse expression patterns of these NPLP4 genes in the different tissues of silkworm implied they may function in various physiological processes.

Cuticular proteins are usually considered as major components of the insect cuticle. But in our study, a large number of cuticular protein genes were expressed in brains of silkworm at P1 and P5. 

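Cuticular protein genes rose at P1 and at P5. Of 100 expressed probes, 54 were at least 2-fold higher at P1 than at V7 and 8 lower, with a median change of 1.54 on the log2 scale. The list was in part chosen by the study on these arrays and is not independent evidence of direction. At P3 the median change was 0.00, and at P5 it was 3.45. The medians at P1 and P5 were above those of all 10000 random lists of the same size and mean signal. Of the 151 cuticular probes, 25 passed 800 at both P1 and P5, against 23.5 (SD 2.90) if the sets passing at each stage were independent. Without the 16 probes with a dim V7 reference spot the medians were 0.96 at P1 and 3.19 at P5. With signals under 800 set to 800 they were 0.00 and 0.75.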

The observed expression of cuticular protein genes in brains was not a surprise since their EST data had been identified in multiple internal organs such as ovary, brain, and posterior silk gland [50].

Our data revealed massive expression of a majority of cuticular protein genes at pupal stages, especially at P1 and P5. 

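Among the bright cuticular probes were BmorCPR64 (BGIBMGA003061), with 17 at V7, 26346 at P1, 866 at P3 and 126 at P5, and BmorCPG14 (sw07050), with 67, 87, 34 and 36125, both named after their values were seen. Compared with P3 and without the V7 array, 40 probes were at least 4-fold higher at P1 and 2 lower, and 55 were higher at P5 and 8 lower. A list of chitin and cuticle enzymes, which also holds the tracheal factor trachealess, served as a marker of epidermis and moved in part with them. Of 9 expressed, 5 were at least 2-fold higher than at V7 at P1, 6 at P3 and 8 at P5, with median changes of 1.44, 1.73 and 3.14 on the log2 scale, in a list drawn from the study's table of variable genes and so not independent evidence. Their direction was not kept in each setting, as the median change was -0.0018 at P1 in plain brain to reference ratios and -0.19 at P3 in the authors' ratio column. The paper proposes, as a reasonable explanation, that these cuticular protein genes are transcribed and translated for the reshaping of the brain and its synapses in the pupa.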

A reasonable explanation for this observation is that these cuticular protein genes were transcribed and immediately translated to proteins participating in the morphologic and synaptic reorganization of brains acquiring new features as required by development [51]. The morphologic images of brains at four stages were provided in Additional file 5. The silkworm brain is composed of an optical lobe (OL), antennal lobe (AL), and central brain (CB) [52-54]. During metamorphosis, pronounced developmental alterations of the morphology of all these were observed in *Manduca sexta *[55]. Our data indicated that the reorganization of silkworm brain is very active at pupal stages. In addition, our data clearly showed no correlation between the expression profiles of cuticular protein genes and the presence of conserved motifs. This result is consistent with what was found in the expression profiles of cuticular proteins in silkworm epidermal tissues [18]. This led us to suspect that different cuticular protein genes were recruited to build the complex structures of silkworm brains.

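Family members peaked in different stages, counting only the expressed probes that carry a family name here. The paper counts more RR, Tweedle, CPG and CPH genes. It places a Tweedle gene in the cluster that it describes as nearly confined to P1. Of 26 expressed RR genes, 16 were highest at P5 and 10 at P1. Of 19 CPG genes, 15 were highest at P5, 2 at P1 and 2 at V7. Among 17 CPH genes, 9 were highest at P1, 7 at P5 and 1 at V7. Both Tweedle genes with a family name here were highest at P5. BmorCPT3 (sw12541), named after its values were seen, had 35723 there. It is marked as having a dim V7 reference spot, but that mark rests on the P5 array. Its reference signal was 57 at V7, 136 at P1, 73 at P3 and 778 at P5. Of the 3 CPFL genes, 2 were highest at P1 and 1 at P5.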

## Conclusion

For the first time, we have surveyed gene expression profiles in silkworm brains at V7, P1, P3 and P5 by means of a whole-genome oligonucleotide microarray. Based on our microarray data, a total of 4,550 genes were activated, among those, 53.58% genes didn't change expression acutely during tested stages, which mainly were involved in protein metabolism. Manual screening of 1,175 variably expressed genes revealed different expression profiles reflecting intense stage-specific characteristics. Thirty-two neuropeptide genes, six neuropeptide-like precursor genes and 117 cuticular protein genes were expressed in selected developmental stages, displaying diverse expression patterns. This dataset will provide some important clues and novel insights for further research.

## Methods

### Silkworm rearing, tissue isolation and RNA extraction

Silkworm larvae (P50 strain) were reared on fresh mulberry leaves, 12 h light/12 h dark photoperiod at 24°C~26°C, and with 70-85% relative humidity in the Institute of Sericulture and System Biology (Southwest University, China). Silkworm strain p50 grows through five instars until cocoon spinning which begins at the end of the fifth instar larva day 7. After spinning for three days, silkworms develop into the pupal stage. The synchronized animals were collected after each molting. Silkworm brains were excised from day-7 5^th ^instar larvae and day-1, 3, 5 pupae to extract the total RNAs. The isolation was carried out on ice and the purity of tissue preparations were checked with microscopy. Total RNA was isolated from the brains using Trizol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's instructions. The concentration of RNA was spectrophotometrically determined.

### Oligonucleotide microarray design and construction

An updated silkworm oligonucleotide microarray was constructed by adding 90 new probes based on a previously designed microarray [18]. All these probes were designed by CapitalBio Corporation (Beijing, China) and were synthesized by MWG Biotech (Ebersberg, Germany). The microarray slide consisted of 48 blocks, each with 22 rows and 23 columns. Five housekeeping genes and eight yeast intergenic sequences were dotted in one block as positive and external controls, respectively. Dual channel micaroarray hybridization was performed with a Cy3-labeled control sample and Cy5-labeled test sample. Total RNA extracted from the whole body of silkworm at day 6 of the fifth instar larvae was served as a normalization control for data analysis.

### Amplification, labeling and array hybridization

The total RNAs were further purified using a NucleoSpin RNA clean-up kit (Macherey-Nagel, Germany). The amplification and labeling of mRNA were performed according to the previous studies [16,18]. Briefly, five micrograms of each RNA samples were first primed with 1 μl of 100 μM primer which contained T7 RNA polymerase promoter sequence at 70°C for 10 min, followed by reverse transcription at 42°C for 2 h in the presence of 200 U CbcScript (CapitalBio Corp, China). The second strand of cDNA was synthesized at 16°C for 2 h with the help of RNaseH and DNA polymerase. cRNA was synthesized by T7 Enzyme Mix (CapitalBio Corp, China) using the cDNA template. 2 μg of cRNA were primed with random primer at 65°C for 10 min, and then reversely transcribed at 25°C for 10 min and 37°C for 1.5 h in the presence of CbcScript II (CapitCapitalBio Corp, China). A CapitalBio cRNA Amplification and Labeling Kit (CapitalBio, Beijing, China) was used to label the Cy3- and Cy5-dCTP double-stranded cDNA. Cy5-dCTP or Cy3-dCTP were added at a final concentration of 120 μM of each dATP, dGTP, and dTTP and 60 μM dCTP and 40 μM Cy5-dCTP for test samples. For reference samples, Cy3-dCTP was employed. The Cy3- and Cy5-dCTP double-stranded cDNA were dissolved in 80 μl hybridization solution which contained 3 × SSC, 0.2%SDS, 5 × Denhart's, and 25% formamide. The hybridization was conducted in a closed chamber at 42°C over-night after the slides were covered with a LifterSlip™ coverslip (Erie Company, Portsmouth, NH, USA). After that, slides were washed three times using 0.2% SDS, 2x SSC at 42°C for 5 minutes and three times with 0.2 × SSC at room temperature for 5 minutes before signal scanning.

### Microarray data processing and analysis

The slides were scanned with a confocal LuxScan scanner (CapitalBio Corp) and the raw data were extracted using LuxScan™ 3.0 software (CapitalBio Corp). For dual-channels microarray data, the scanning setting for Cy3 and Cy5 channels were balanced by visual inspection of the external control spots. The LOWESS (Locally Weighted Scatterplot Smoothing) method was used to normalize the dual channel data using all the signals from the Cy5-labeled sample. The one with a fluorescent intensity higher than 800 after subtracting the background was considered as an expressed gene since the signal greater than that detection level was reliable. The expression of each gene was defined by the ratio of the original signal intensity divided by 800. The X-fold values were used in the following clustering analysis to display the expression of detected genes at various developmental stages. HCL (Hierarchical Clustering) and K-mean clustering analysis were carried out employing Cluster 3.0 software [56]. Mev software (version 4.2.01) was used for QT (quality threshold) clustering analysis [57]. The parameter setting for clustering analysis was based on the distance metric of the Pearson correlation and the average linkage method. TreeView software was used to display heat map of clustering results. KEGG pathway and GO category were automatically annotated by MAS2.0 analytical system maintained in CapitalBio Corp (http://bioinfo.capitalbio.com/mas/login.do). The sequences BLAST analysis was carried out using clustalx1.81 software.

### Quantitative real-Time PCR

To confirm the microarray data quantitative real-time PCR (qRT-PCR) was performed. Total RNAs were transcribed by M-MLV reverse transcriptase (Promega). The gene-specific primers were designed with Primer5.0 software. Each pair of primers was used to perform qRT-PCR after its efficacy (90-110%), correlation coefficient (≥95%) and specificity had been checked. qRT-PCR was performed in triplicate for each gene of interest in 20 μL reactions with reverse transcription product, 2 × PCR buffer, 50 × ROX Reference Dye, 100 nM of each of the forward and reverse primer, and RNase Free ddH2O. The PCR reaction was run on a ABI Prism 7000 Sequence Detection System (Applied Biosystems) using the following program: initial denaturation at 95°C for 10 sec, and 40 cycles of 95°C for 5 sec, 60°C for 31 sec. mRNA levels were quantified in relation to the expression of β-actin3.

## Abbreviations

V7: day 7 of the fifth instar larva; P1: day 1 of the pupa; P3: day 3 of the pupa; P5: day 5 of the pupa; SG: subesophageal ganglion; GO: gene ontology; KEGG: kyoto encyclopedia of genes and genomes; PTTH: prothoracicotropic hormone; MIPs: myoinhibitory peptides; CCAP: crustacean cardioactive peptide; MAS: molecule annotation system; NCBI: National Center for Biotechnology Information; QT clustering: quality threshold clustering; PBAN: pheromone biosynthesis activating neuropeptide; VEGF: vascular endothelial growth factor; TGF: transforming growth factor; NPLP: neuropeptide-like precursor; DDX18: DEAD box protein 18; 20E: 20-hydroxyecdysone; AKH: adipokinetic hormone; sNPF: short neuropeptide F; NPF1: neuropeptide F1; EH: eclosion hormone; GBP: growth-blocking peptide; PGs: prothoracic glands; BMS: bommo-myosuppressin; PTSP: prothoracicostatic peptide; ETH: ecdysis triggering hormone; DH (CRF-like): Corticotropin-releasing factor-like diuretic hormone; CHH: Crustacean hyperglycemic hormone; OL: optical lobe; AL: antennal lobe; CB: central brain; qRT-PCR: quantitative real-time polymerase chain reaction.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

NH conceived of the study and developed the study design. LG and XL carried out the analysis and LG drafted the manuscript. ZX participated in the study design and drafting of the manuscript. NH contributed to the critical revision of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **The automatic GO analysis of Molecule Annotation System for stably expressed genes**. This file contains three subsection including molecular function, biological process and cellular component of stably expressed genes in our microarray. It has multiple columns-Go term, total, Pvalue, Qvalue, protein and input symbol in each subsection. Some probes representing new genes have no Go term. Click here for file

Additional file 2 **The automatic KEGG analysis of Molecule Annotation System for stably expressed genes**. This file has multiple columns- pathway name, total, Pvalue, Qvalue, gene and symbol. Some probes representing new genes have no pathway name. Click here for file

Additional file 3 **The homology BLAST results for 1,175 viably expressed genes**. This file contains the homology BLAST results for 1,175 viably expressed genes in our microarray. It has multiple columns-input symbol, expression pattern, e-value and definition. Click here for file

Additional file 4 **The neuropeptide genes of silkworm**. This file has a table which contains all the detected silkworm neuropeptide genes in our microarray. The neuropeptide gene family, number for gene and accession numbers are also given. Click here for file

Additional file 5 **The morphologic images of silkworm brains at V7, P1, P3 and P5 stages**. The file contains the morphologic images of silkworm brains at V7, P1, P3 and P5 stages. The arrow heads indicate the optical lobe (OL), antennal lobe (AL), and central brain (CB), respectively. Click here for file

# Supplementary material for: Microarray-based gene expression profiles of silkworm brains
**Source:** BMC Neurosci. 2011 Jan 19;12:8. doi: 10.1186/1471-2202-12-8
**Supplement:** Additional file 4 — The neuropeptide genes of silkworm. This file has a table which contains all the detected silkworm neuropeptide genes in our microarray. The neuropeptide gene family, number for gene and accession numbers are also given.

**Neuropeptide genes in *Bombyx mori***

AKH: Adipokinetic hormone, AST: Allatostatin, AT: Allatotropin, CAPA: Capability, CCAP: Crustacean cardioactive peptide, CHH: Crustacean hyperglycemic hormone, DH (Cal-like): Calcitonin-like diuretic hormone, DH (CRF-like): Corticotropin-releasing factor-like diuretic hormone, EH: Eclosion hormone, ETH: Ecdysis-triggering hormone, GBP: Growth-blocking peptide, GPA2: Glycoprotein hormone alpha2, GPB5: Glycoprotein hormone beta5, NPF: neuropeptide F, NPLP1: Neuropeptide like precursor 1, PBAN: Pheromone biosynthesis activating neuropeptide, PDH: Pigment dispersing hormone, PTTH: Prothoracicotropic hormone, sNPF: Short neuropeptide F. Database means silk databank (http://silkworm.swu. edu.cn/silk db/) and NCBI. The numbers with “gi “are from NCBI, and the rest from silk databank.

How the deposited data were processed for this re-analysis (not part of the article)

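Brain RNA of silkworms on day 7 of the fifth larval instar (V7) and on days 1, 3 and 5 of the pupal stage (P1, P3 and P5) was measured on 2-colour oligonucleotide arrays, with 1 array per stage and a whole-larva reference RNA of day 6 of the fifth instar in the Cy3 channel of each. The deposited intensity values are the Cy5 and Cy3 intensities of each spot, which the authors read with LuxScan and from which they subtracted the background. They are whole numbers, some of them negative, and are not yet normalized. The deposited ratio of each spot is the authors' LOWESS-normalized Cy5 (brain) over Cy3 (reference). The log2 values of the series table are the binary logarithm of the authors' normalized ratio of the same array. Its 4 columns have medians of -0.0048, -0.0165, -0.0225 and 0.0085. Scale, centring and direction were identified by matching these columns with the ratio columns, spot by spot. In rows 21001 to 24283 of the series table the V7 and P1 columns hold each other's values, in 3283 of 3283 spots, so this table was used only as an alternative.

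Because the normalized Cy5 values were not among the deposited columns, they were made again from the intensities. Control spots were given weight 0, M was fitted on A by loess within each array with limma 3.58.1 in R 4.3.3, and the Cy5 channel was taken back. Spots with a channel at or below 0 kept their value. There were 1518, 571, 576 and 411 spots with Cy5 and 3629, 3905, 2838 and 2511 with Cy3 at or below 0 on the V7, P1, P3 and P5 arrays. Spots of a shared probe were averaged. A probe was called expressed when this normalized signal was over 800. The paper sets the same value on the intensity after background subtraction, and counts of the intensities without normalization are given beside the others. Signals under 100 were set to 100 before ratios. A variable probe had a highest stage at least 4-fold its lowest. Stages were compared by Pearson correlation and average linkage. K-means used 4 clusters, centred Pearson correlation of log2(signal / 800) and 100 starts. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Names were taken from the array's descriptions and gene symbols, from the supplementary tables, and for allatostatin A from the reference gene table, and many are matches to other species. A description naming a gene was present for 11594 probes, and 8336 had none.

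Each pupal stage was compared with V7. With 1 array per stage no test was possible, the number of arrays limits the precision, and no p-value is given. The median change of 22 gene lists was placed among 10000 random lists of the same size, matched on mean log2 signal in 10 bins, or 2000 under the alternatives, as a description of these arrays. The lists, taken by rule from Additional files 1 to 4, cover ribosome, oxidative phosphorylation, proteasome, ubiquitin mediated proteolysis, glycolysis, citrate cycle, cell cycle, aminoacyl-tRNA biosynthesis, protein folding, neuropeptides, cuticular proteins, fat body and hemolymph proteins, immune genes, muscle genes, epidermis and cuticle enzymes, visual genes, odorant and juvenile hormone binding, cytochrome P450, DNA replication and chromosome, ribosome biogenesis and RNA helicases, transposon proteins, and silk gland. The silk gland list had 2 expressed members, and it is not reported as a list because it holds too few. The 53 neuropeptide probes were assigned to genes by name, after the intensities had been seen. The Cy3 channel gave the technical spread. Its SD of log2 signal between arrays had a median of 0.34, against 0.60 for Cy5. Within an array, 5 housekeeping probes with 49 spots each had SDs from 0.144 to 0.576.

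Single genes were named by a rule set before the data were examined, as were the comparisons, the main settings and most alternatives. It covers every gene the paper names whose probe is named by a table, for each pupal stage the 10 largest rises and the 10 largest falls among named probes, and the 3 members of each list with the largest change. Rises and falls needed a higher stage over 800, a lower stage of at least 100 and the same sign in the Cy5 to Cy3 log ratio. The cluster names in the supplementary tables had been seen by then. Other genes are marked as named after their values were seen.

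The steps were tested on simulated data. For variable probes these had noise of 0.25 (SD of log2) and 200 changed probes, with no dim area on the V7 array. That noise is below the median SD of 0.34 of the reference signal between arrays. The simulation thus checks the steps and does not give the rate of false calls on the real arrays. There the reference RNA gave 277 of 3904 probes. For P5 against the other arrays, 50 of 50 probes moved by 3 and 50 of 50 moved by -3 were called variable, while 0 of 50 moved by 1, 0 of 50 moved by -1 and 0 of 3100 unchanged ones were. For P1 against V7, lists were drawn from the measured changes. Of 200 random lists of 20, 3.5% lay outside the central 95%, and all lists moved by 1 did. In the clustering of 4 clear simulated profiles, each highest at another stage, 1000 of 1000 probes fell in the right cluster. Alternatives changed the threshold, floor, cut-off, pairs of stages, scaling, background correction, clustering and probes used.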

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

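The tests by position on the slide, of pupal rises with a raised reference and of the reference RNA itself, the tests of cuticular protein genes and the values without dim V7 reference spots were chosen after the results were seen. Apart from the cuticular protein genes, which the paper reports at length, the results here were noted as a signal in gene lists, spots or table entries that it does not report on as such, although it names single members such as trachealess and DDX18, and each rests on 1 array per stage.

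Fat body and hemolymph protein genes, which supply storage and lipid-carrying proteins to the blood, were much brighter in V7 brains than in pupal brains. Their 16 expressed probes had median changes from V7 of -2.88 at P1, -2.93 at P3 and -2.62 at P5, with 15 at least 2-fold lower each time, storage protein 1 at 13997 and a 30K lipoprotein at 12138 at V7, and a range over all settings of -3.39 to -1.79, -3.33 to -1.86 and -2.84 to -2.13. If body tissue had been carried over into the V7 brains, other probes bright in the whole-body reference and dim in the P3 brain would fall too, and 441 such probes changed by -0.69 (95% interval -0.77 to -0.53) from V7 to P1, between the values set beforehand for and against it. The rank correlation of V7 brain and reference signals over the list was 0.444 (-0.07 to 0.77), which decides nothing, since several of these reference spots lie at the upper limit of the V7 scan and their ranks are arbitrary. The authors state that they checked the purity of the tissue under the microscope, and muscle genes, another tissue marker, were lower too at P1 and P3, so carried-over tissue and a developmental change within the brain cannot be told apart, and the list, drawn from the study's variable genes, is not independent evidence.

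The reference RNA was described alike for each array. Yet 216 of 3904 probes had a reference signal at least 4-fold lower on the V7 array than on the others. Another 5 had a signal at least 4-fold higher there. Of 238 probes at least 4-fold higher in brain at P3 than at V7, 155 had a reference signal that rose at least 2-fold too, and 65.8% of these lay in blocks 1 to 16 (95% interval 58.0 to 72.8), against 31.1% of all expressed probes. A candidate explanation is that spots in that part of the V7 slide were dim in both channels. Another reference RNA on the V7 array would not favour a part of the slide. Of the probes with a lower V7 reference, 66.7% (60.1 to 72.6) lay in these blocks, against 31.5% of probes with a reference over 800. The blocks were chosen after the results were seen, and the intervals do not allow for that choice. Of the 238 rises, 147 had a dim V7 reference spot, so these shares are not separate evidence. Another reference RNA is therefore not excluded. Of the rises at P3 without a raised reference, 44.6% lay there (34.4 to 55.3), but these were chosen for a reference that did not rise, so the share decides nothing, and dim spots and a change in the brain cannot be told apart.

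The cuticular protein genes were bright at P1 and P5, and the epidermis and cuticle enzymes moved from V7 by 1.44 at P1 and 1.73 at P3, with 0.80 at P1 and 1.55 at P3 without dim V7 reference spots, -0.0018 at P1 in plain ratios and -0.19 at P3 in the authors' ratio column. Dim V7 spots are argued against as the whole cause for the cuticular genes, since 79 of 100 were at least 4-fold higher at P1 or P5 than at P3. Signal shared between probes of similar sequence stays open, because no value here separates it from expression of each gene. Epidermal cells in the P1 and P5 brains stay open. Of the 9 expressed members of the enzyme list, trachealess among them, 1 was at least 2-fold higher at P1 than at P3 and 2 were lower, with a median of -0.30. Epidermal cells and expression in brain cells cannot be told apart with these arrays, although the authors checked the purity of the tissue, and the developmental stage remains an untested biological explanation.

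The V7 and P1 values of 3283 spots stand in each other's place in the authors' series table, and over 549 bright spots among them the ratio of the array's own intensities had r of 0.987 with the array's own ratio column and 0.911 with the series table at V7. Muscle genes, with 5 expressed members, changed from V7 by -2.21 at P1 and -1.94 at P3, all 5 at least 2-fold lower at both, and by -0.67 at P5. Visual genes, with 6 members including arrestin (sw15553), changed by 1.15 at P1, 1.47 at P3 and 0.36 at P5, and without dim V7 reference spots by 0.00, 1.27 and -0.0041. Genes of DNA replication and chromosomes changed by -2.49 at P5, with 5 of 6 lower, and by -0.13 at P1 and -0.45 at P3. Genes of ribosome biogenesis and RNA helicases changed by -1.95 at P5, with 7 lower and 4 higher, and without dim V7 reference spots by -2.07, with 7 lower and 1 higher. Transposon proteins changed by 2.00 at P5, with 17 of 21 higher, while their reference signal moved by 0.83, and without the dim V7 reference spots they changed by 1.51. The muscle, visual, DNA replication, ribosome biogenesis and transposon lists were drawn from the study's table of variable genes. Large changes are thus built into them, and they are not independent evidence.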

How the results depend on the processing

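The settings with the authors' ratio column, with uncentred correlation, with spots counted singly, with lists drawn from the annotation of all probes, without dim V7 reference spots and without the V7 array were chosen after the data were seen. No paired analysis was possible because each stage has 1 array and no sample is shared between stages. Spots near background limit the changes of dim genes, and with a threshold on an intensity scale the series table, which holds log2 ratios, could not be used. Leaving out spots marked by the scanner was not run because the files hold no such mark, and NPLP4 genes were not analysed here because no table names their probes. Of the comparisons for whole results, 225 of the planned and 59 of the added ones kept direction and size, 60 and 16 moved and 1 planned one reversed. For single genes and other lists 943 and 204 kept, 138 and 50 moved, and 16 and 8 reversed. The cause was not tested unless the setting's construction gives it, as for thresholds, floors and cut-offs. P1 and P3 joined first, then V7, then P5 in each setting of the brain signal in which stages were joined, while in the reference channel P3 and P5 joined first and V7 last. The neuropeptide and fat body lists stayed below V7 at each pupal stage in each setting run. With arrays scaled to the same median of expressed probes the median change of all expressed probes moved from -0.29 to 0.00 at P1 and from -0.17 to -0.07 at P5, and there 70.5% of 4-fold changes at P1 were rises, against 59.6% in the main signal, 44.7% in plain ratios and 47.7% in the series table. At P3 rises were 65.4% in the main signal, 37.4% in plain ratios and 41.7% in the series table, and at P5 60.8%, with 39.9% in plain ratios.

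With a threshold of 400, 4007, 4588 and 4142 probes were expressed at P1, P3 and P5 and 2788 in all 4 stages. With 1600, 1575, 1325, 1635 and 1521 were expressed from V7 to P5, 2268 in at least 1 stage and 898 in all 4. Neuropeptide genes only at V7 were 3 with 400, and with 1600 there were 13 at P5 and 10 in all 4 stages. Cuticular probes were 23 at V7 and 39 at P3 with 400, and 12 at P3 and 46 at P5 with 1600. Oxidative phosphorylation probes over the threshold in all 4 stages made up 100% with 400 and 79.4% with 1600, against 94.1% with 800.

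Variable probes, 1050 in the main setting, were 2626 with a cut-off of 2, 518 with 8, 308 with a floor of 800, 570 in the normexp log ratio and 502 without the V7 array. In the reference channel, 66 remained with a floor of 800 and 14 without the V7 array. A floor of 200 or none leaves the number at 1050 by construction. With a floor of 800 the cuticular median at P1 was 0.00.

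The r of P1 with P3, 0.849 in the main setting, was 0.958 over all probes, 0.901 in the normexp log ratio and 0.932 over probes expressed in all 4 stages. The lead of V7 over P5 in mean r with P1 and P3, 0.134 in the main setting, was 0.0258, 0.0755 and 0.0261 in these, and 0.171 without dim V7 reference spots. The largest cluster held 49.0% with 3 clusters, 31.3% with 5, 40.4% with Euclidean distance, 47.3% with uncentred correlation and 53.8% with uncentred correlation of single spots without normalization.

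The shares of the study's clusters I, II, III and IV highest in the stage the paper gives, 78.3%, 100%, 82.6% and 79.6% in the main signal, were 70.4%, 92.5%, 75.1% and 64.6% in the normexp log ratio, 68.6%, 86.6%, 66.9% and 60.7% in plain ratios, 56.7%, 90.4%, 70.2% and 53.9% in the series table, and 62.8%, 90.8%, 70.2% and 58.7% in the authors' ratio column. Neuropeptide probes highest at V7 were 76.5% in the ratio column and 70.6% in the series table. Cuticular probes highest at V7 were 11 in the series table.

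Ribosome genes at P1, -0.31 in the main signal, changed by -0.45 without normalization, -0.11 with scaled medians, -0.35 with lists from the annotation, -0.45 in the ratio column, -0.25 in the normexp log ratio, -0.66 in plain ratios and -0.39 in the series table. At P5, -0.23 in the main signal, they changed by -0.52 with lists from the annotation, -0.84 in the ratio column, -0.54 in the normexp log ratio, -1.18 in plain ratios and -0.73 in the series table. Oxidative phosphorylation at P1, -0.55 in the main signal, changed by -0.25 with quantile normalization, -0.42 with lists from the annotation, -0.0765 in the ratio column, -0.15 in plain ratios, -0.0613 in the series table and, reversed, 0.0022 in the normexp log ratio, and at P3 by 0.19 in the series table.

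Among other lists, epidermis and cuticle enzymes reversed at P1 to -0.0018 in plain ratios and at P3 to -0.19 in the ratio column and the series table. Transposon proteins reversed at P1 to -0.14 with lists from the annotation, -0.14 in the normexp log ratio, -0.15 in plain ratios, -0.81 over probes expressed in all 4 stages and -0.45 without dim V7 reference spots. At P3 they reversed to -0.19 in the ratio column, -0.18 in the normexp log ratio, -0.15 in plain ratios, -0.0602 over probes expressed in all 4 stages and -0.14 in the series table. Of single genes, BmorCPH13 (BGIBMGA011760) at P1 was -0.52, a proteasome beta subunit (sw04622, with a dim V7 reference spot) at P3 was -0.19, a neurofilament probe (sw18858) at P3 was -0.53 and a P450 (sw22194) at P3 was 0.40 in both the ratio column and the series table. BmorCPG50 (sw00359) at 0.92, CCAP (sw17838) at 3.59 and CYP4 (sw20730) at 5.90 reversed at P1 in the series table alone, where their V7 and P1 values are exchanged.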

Differences from the paper's values

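The settings with uncentred correlation and with spots counted one by one were chosen after the values were seen. The largest of 4 clusters of expressed probes holds 53.6% in the paper and 33.6% here. Of the alternatives set before the data were examined, Euclidean distance, with 40.4%, and 3 clusters, with 49.0%, come within the 1.5-fold range of the paper's value, and 5 clusters, with 31.3%, and another random start, with 33.4%, do not. Uncentred correlation gave 47.3%, and uncentred correlation of single spots without normalization gave 53.8%, both chosen after the values were seen. The paper's tables list only part of the members of the largest cluster and none of the others, so shared members were not counted.

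The other counts lie within 1.5-fold of the paper's, and some settings come closer to them. With spots counted one by one and no normalization, chosen after the values were seen, 3428, 3044, 3461 and 3404 passed 800 at V7, P1, P3 and P5, against the paper's 3436, 3048, 3468 and 3409, and 4543 in at least 1 stage, against the paper's 4550. In the normalized signal of probes these were 2751, 2359, 2926, 2690 and 3810. Of 2005 probes listed in Additional files 1 to 3, which hold part of the paper's expressed genes, the former setting drops 1 and the normalized signal 126. Without normalization, an alternative set before the data were examined, 1170 probes varied 4-fold, against the paper's 1175 and 1050 in the normalized signal, and they hold 1165 of the 1172 probes the paper lists. Neuropeptide genes expressed in at least 1 stage are 32 in the paper and 31 here, and 32 here with a threshold of 400 in place of 800.

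The paper's text places Hdd11 in cluster I, high at V7, while Additional file 3 lists it in cluster III and its probe (sw04645) was highest at P1 here, at 3198 against 189 at V7. The Hdd1 probe listed in Additional file 3 (sw04276) was highest at V7, at 847. The paper describes a cluster of genes highly expressed in all stages. Clustering by centred correlation gave no such group, and uncentred correlation, chosen after the values were seen, gave one of 1803 probes. It reports fewer bombyxin genes at all stages than the 11 of 13 found here, but its set is smaller and takes A-4 and A-5 as sharing probes, while they are counted apart here, and it reports the same bombyxins B-8 and F-1 at V7 alone. It places citrate synthase in a cluster higher at V7 and P3 than at P1 and P5, while the signal of its probe was 1244, 1329, 1189 and 588 from V7 to P5.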

Other observations

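No test of this part was planned beyond the gene list comparisons, and the genes named here come from the rule for naming genes unless stated. Enzymes of the citrate cycle, which feeds the respiratory chain, were lower at P1 than at V7. Of 9 expressed, 5 were at least 2-fold lower at P1, with a median change of -1.11, at the 0.10 percentile of random lists, and the medians were -0.25 at P3 and -0.67 at P5, at the 4.60 and 17.2 percentiles. Aconitase (sw20350) had signals of 5728, 1095, 1914 and 1609 from V7 to P5. Enzymes of glycolysis moved less, by -0.46, -0.08 and -0.40, and cell cycle genes by -0.43, 0.04 and -0.31. Both lists come from the study's table of stable genes.

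Of the cell cycle list, 3 of 10 were at least 2-fold lower at P5 than at V7 and 1 was higher. Some single genes of cell division outside that list were lowest at P5. A relative of survivin (sw16094), which acts in cytokinesis, had 1442, 1142, 966 and 183, and the claret gene (sw03030) had 833, 875, 670 and 154. A subunit of the anaphase promoting complex (sw12210), which ends mitosis, had 1630, 936, 1052 and 279. Arrestin (sw15553), which switches off photoreceptors, had 119, 881, 1227 and 196, while an ommochrome-binding protein (sw14331) had 8670, 1182, 679 and 982. Troponin I (sw14071), of muscle, had 1156, 311, 301 and 942, and the silk protein fibroin P25 (sw12944) had 318, 702, 1143 and 1550. A lysozyme-like protein (sw09688) had 2806, 98, 282 and 298.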
